# SMAD4 induces opposite effects on metastatic growth from pancreatic tumors depending on the organ of residence

**DOI:** 10.1038/s43018-025-01047-5

**Published:** 2025-09-25

**Authors:** Kaloyan M. Tsanov, Francisco M. Barriga, Yu-Jui Ho, Direna Alonso-Curbelo, Geulah Livshits, Sha Tian, Richard P. Koche, Timour Baslan, Janelle Simon, Alexandra N. Wuest, José Reyes, Jin Park, Wei Luan, John E. Wilkinson, Umesh Bhanot, Jordana Ray-Kirton, Ignas Masilionis, Nevenka Dimitrova, Christine A. Iacobuzio-Donahue, Ronan Chaligné, Dana Pe’er, Joan Massagué, Scott W. Lowe

**Keywords:** Metastasis, Cancer epigenetics, Pancreatic cancer, Cancer

## Abstract

The role of driver gene mutations in sustaining tumor growth at metastatic sites is poorly understood. *SMAD4* inactivation is a paradigm of such mutations and a hallmark of pancreatic ductal adenocarcinoma (PDAC). To determine whether metastatic tumors are dependent on *SMAD4* inactivation, we developed a mouse model of PDAC that enables spatiotemporal control of *Smad4* expression. While *Smad4* inactivation in the premalignant pancreas facilitated the formation of primary tumors, *Smad4* reactivation in metastatic disease suppressed liver metastases but promoted lung metastases. These divergent effects were underpinned by organ-biased differences in the tumor cells’ chromatin state that emerged in the premalignant pancreas and were distinguished by the dominance of KLF4 versus RUNX1 transcription factors. Our results show how epigenetic states favored by the organ of residence can influence the output of driver mutations in metastatic tumors, which has implications for interpreting tumor genetics and therapeutically targeting metastatic disease.

## Abstract (web summary)

Using mouse pancreatic cancer models, Tsanov et al. show that reactivation of *SMAD4* at metastatic sites promotes tumor growth in the lung through RUNX1 but restrains metastatic growth through KLF4 in the liver, influenced by organ-specific epigenetic states.

## Main

Metastatic disease—the growth of cancers beyond the primary tumor—accounts for 90% of cancer-related deaths^1^. Metastasis involves the acquisition of multiple traits that enable cells to leave the primary tumor, survive in the circulation and ultimately reach and colonize other organs^1,2^. Despite the distinct capabilities that must be acquired for a tumor cell to successfully metastasize, genome-sequencing efforts have identified few driver gene mutations that are specific to metastatic tumors^3–5^. This suggests that prometastatic traits arise from epigenetic programs that facilitate cell state changes such as epithelial-to-mesenchymal transitions (EMTs)^1,2,6^. Although driver gene mutations can endow primary tumors with increased metastatic capacity^7,8^, whether or how tumor evolution or the metastatic site itself influences their contribution to tumor maintenance is unknown. Such knowledge would have important implications for precision oncology and may guide the development of much needed metastasis-targeting therapies.

Among driver mutations, inactivation of the *SMAD4* tumor suppressor gene—a core mediator of transforming growth factor-β (TGFβ) signaling—is a hallmark of several gastrointestinal malignancies that is found at the highest frequency in pancreatic ductal adenocarcinoma (PDAC)^5,9,10^. During cancer progression, *SMAD4* inactivation shifts TGFβ’s activity from tumor-suppressive to tumor-promoting by impairing its ability to trigger cell-cycle arrest and EMT-coupled apoptosis^11,12^. Accordingly, *SMAD4*-mutant tumors have higher rates of metastasis in PDAC patients, an effect recapitulated in animal models^13–16^. Despite its clear role in facilitating progression of primary tumors, it is unknown whether *SMAD4* inactivation is required to sustain disease at metastatic sites. This represents an important knowledge gap when considering strategies to target the TGFβ pathway in PDAC patients, who almost invariably present with metastatic disease^17^. In this study, we took advantage of a murine model that enables inducible and reversible *Smad4* inactivation at different PDAC stages to interrogate the ongoing need for *Smad4* inactivation in metastatic disease. Our results reveal a diametrically opposed role for *Smad4* inactivation in sustaining liver and lung metastases and establish a critical interplay between driver mutations and organ-biased chromatin states that contributes to the heterogeneity of cancers driven by identical genetic lesions.

## Results

### *Smad4*-restorable genetically engineered mouse model (GEMM) of PDAC

To enable reversible *Smad4* inactivation in PDAC, we generated a GEMM that harbors pancreas-specific, single-copy, doxycycline (Dox)-inducible short hairpin RNA (shRNA) against *Smad4* (or against *Renilla* luciferase as a control) on the background of oncogenic *Kras*^G12D^ (hereafter KC-shSmad4 and KC-shRen, respectively; Methods) (Fig. 1a). This genetic strategy allows for tumor development in the setting of *Smad4* depletion (through Dox administration) and subsequent restoration of *Smad4* expression at physiological levels from its endogenous locus (through Dox withdrawal). The alleles also contain two fluorescent reporters that facilitate identification and isolation of tumor cells: a constitutive mKate2 and an shRNA-linked GFP (Fig. 1a).

**Fig. 1:**
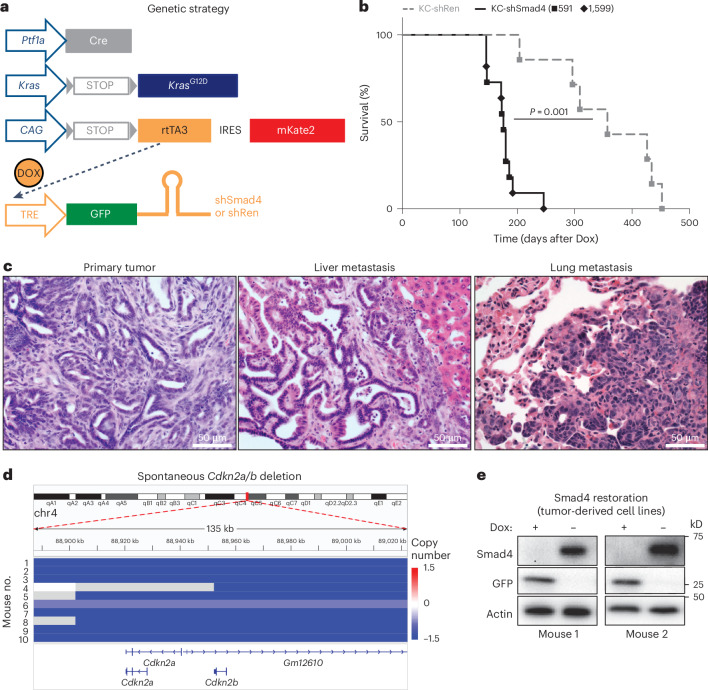
A *Smad4*-restorable GEMM of PDAC. **a**, Schematic of GEMM alleles. rtTA3, third-generation reverse tetracycline transactivator; TRE, tetracycline response element. **b**, Overall survival of KC-shRen mice and KC-shSmad4 mice (expressing one of two independent Smad4 shRNAs: 591 or 1599) after Dox administration (*n* = 7 KC-shRen mice; *n* = 11 KC-shSmad4 mice). Statistical analysis was conducted using a log-rank test. **c**, H&E staining of primary tumors and liver and lung metastases from KC-shSmad4 mice. Data are representative of ten, six and three independent mice, respectively. **d**, sWGS analysis of the *Cdkn2a/b* locus in KC-shSmad4 tumor-derived cell lines (*n* = 10 independent mice). **e**, Western blot analysis of Dox response in vitro. Data are representative of six independent KC-shSmad4 cell lines. Source Data

Consistent with results from conventional knockout GEMMs^16,18–20^, *Smad4* depletion (by continuous Dox administration starting at 5 weeks of age) promoted tumor initiation, shortened survival and led to the development of tumors that metastasize to the liver and, less frequently, to the lungs (Fig. 1b,c and Extended Data Fig. 1a). At the late stage, primary and metastatic tumors expressed the fluorescent reporters (Extended Data Fig. 1b) and maintained potent depletion of SMAD4 protein (Extended Data Fig. 1c). Notably, tumor formation appeared to require further inactivation of the *Cdkn2a* tumor suppressor gene, as sparse whole-genome sequencing (sWGS) of tumor-derived cell lines revealed spontaneous homozygous deletion of the *Cdkn2a/b* locus in nine of ten cases^21^ (Fig. 1d). This lesion (along with *Kras* gain) was the most prominent event in an otherwise largely stable genome (Extended Data Fig. 1d), in agreement with the previously reported genome evolution of PDAC driven by alterations in the TGFβ pathway^22^. The *Cdkn2a/b* deletions were highly concordant between primary and metastatic tumors (Extended Data Fig. 1e) and they mirrored the genetic association of *SMAD4* alterations with homozygous *CDKN2A/B* deletions in the MSK-IMPACT cohort of human PDAC (Extended Data Fig. 1f). Thus, the KC-shSmad4 GEMM recapitulates cardinal features of the human disease and further enables reversible *Smad4* inactivation.

### Organ-specific effects of *Smad4* restoration on tumor growth

To study *Smad4* reactivation in metastatic tumors, we turned to transplantation assays using cell lines derived from primary GEMM tumors that were capable of metastasis, as this approach afforded longer experimental time before tumor burden necessitated mouse euthanasia. The tumor-derived cell lines maintained robust *Smad4* restorability (Fig. 1e), mounted an expected *Smad4*-dependent cytostatic response to TGFβ in vitro (Extended Data Fig. 2a,b) and produced metastases with remarkably similar histopathology to those emerging in the GEMMs and in PDAC patients^23^ (Extended Data Fig. 2c). *Smad4*-dependent apoptotic responses induced by TGFβ in PDAC epithelial progenitors^11,24^ were not captured in these cell lines at the analyzed time points.

KC-shSmad4 cells were stably transduced with firefly luciferase to facilitate tumor monitoring and delivered through orthotopic, intrasplenic or tail-vein injections into nude mice to respectively generate primary tumors, liver metastases or lung metastases (Fig. 2a). After 4–6 weeks, which allowed for tumor formation under *Smad4*-depleted conditions (+Dox = Smad4 off), *Smad4* expression was restored by Dox withdrawal (−Dox = Smad4 on) in a randomly selected half of each cohort and tumor burden was assessed 30 days later (Fig. 2a). Strikingly, the response to *Smad4* restoration was different in each of the three organs; tumor burden was unchanged in the pancreas, decreased in the liver and increased in the lungs (Fig. 2b–d and Extended Data Fig. 2d,e). Of note, similar results were obtained in spontaneous metastases arising from the orthotopic KC-shSmad4 transplants but not in KC-shRen cells, thus ruling out artifactual effects because of the used metastasis assays or Dox administration (Extended Data Fig. 2f–h).

**Fig. 2:**
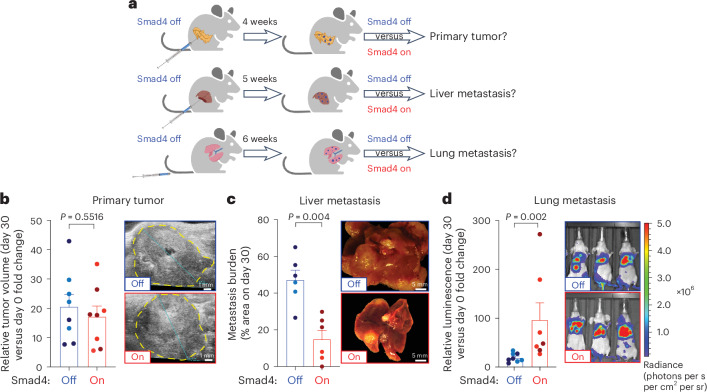
*Smad4* restoration has organ-specific effects on tumor growth. **a**, Schematic of orthotopic, intrasplenic and tail-vein injection experiments. This image was created using BioRender.com. **b**, Analysis of primary tumor growth after orthotopic transplantation of KC-shSmad4 cells and subsequent *Smad4* restoration. Left, fold-change quantifications of tumor volume on day 30 versus day 0 of Dox withdrawal (mean ± s.e.m.; *n* = 8 independent mice per group). Different color shading indicates independent cell lines. Right, representative ultrasound images of tumors (demarcated by dashed yellow lines). **c**, Analysis of liver metastasis burden after intrasplenic injections of KC-shSmad4 cells and subsequent *Smad4* restoration. Left, percentage area quantifications on day 30 after Dox withdrawal (mean ± s.e.m.; *n* = 6 independent mice per group). Different color shading indicates independent cell lines. Right, representative macroscopic images of tumor-bearing livers. **d**, Analysis of lung metastasis burden after tail-vein injections of KC-shSmad4 cells and subsequent *Smad4* restoration. Left, fold-change quantifications of bioluminescence signal on day 30 versus day 0 of Dox withdrawal (mean ± s.e.m.; *n* = 8 and 7 independent mice per group, respectively). Different color shading indicates independent cell lines. Right, representative bioluminescence images of tumor-bearing mice. Statistical analyses were conducted using an unpaired two-sided *t*-test (**b**) or two-sided Mann–Whitney *U*-test (**c**,**d**). Source Data

To determine the relevance of our findings to human PDAC, we queried data on metastatic recurrence in PDAC patients after primary tumor removal, where *SMAD4* status was evaluated by immunohistochemistry (IHC) staining of resected primary or metastatic tumors^25,26^. Corroborating a potentially tumor-suppressive versus tumor-promoting function of *SMAD4* in the liver versus lungs, 69% of cases with recurrent liver metastases lacked SMAD4 expression, in contrast to 50% of concurrent and 33% of isolated lung metastases (Extended Data Fig. 2i). Thus, *Smad4* inactivation confers a selective advantage to liver metastases and a disadvantage to lung metastases, consistent with SMAD4 protein expression patterns in PDAC patients with metastatic recurrence.

### Distinct *Smad4* transcriptional outputs in liver versus lung

SMAD4 acts as a transcription factor (TF) by forming a complex with the SMAD2/3 TFs to activate gene expression programs downstream of TGFβ receptors^27^. Hence, we performed RNA sequencing (RNA-seq) to explore the transcriptional basis of the observed organ-specific phenotypes. 

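RNA-seq was analysed for 35 libraries of sorted tumor cells, made from primary tumors after orthotopic injection, liver metastases after intrasplenic injection and lung metastases after tail-vein injection of KC-shSmad4 cells. KC-shSmad4 cells are mouse PDAC cells with a Dox-inducible shRNA against *Smad4*, so that Dox silences *Smad4* and its withdrawal restores the gene. The authors deposited the number of reads that featureCounts assigned to each of 53465 genes, without normalization, after adaptor trimming with Trimmomatic and alignment to GRCm38 with STAR. The libraries labelled Smad4 off and those labelled Smad4 on numbered 3 and 2 in the pancreas, 2 and 3 in the liver and 4 and 2 in the lungs on day 7. On day 14 they numbered 2 and 3, 3 and 3, and 4 and 4. Between 11885461 and 43571007 reads per library were counted on genes, with a median of 19415320. These counts are the depth used here, and lie under the sequenced reads that the paper states on average per sample. On day 7, the libraries labelled Smad4 off held 16.6 to 17.9 M counts in the pancreas (median 17), 28.5 to 43.6 M in the liver (median 36) and 14.9 to 19.4 M in the lungs (median 17.3). Those labelled Smad4 on held 15 to 17.3 M (median 16.1), 27.9 to 38.2 M (median 30.4) and 11.9 to 17.1 M (median 14.5). On day 14, the corresponding ranges were 28.6 to 32.2 M (median 30.4), 19.5 to 36.1 M (median 26.6) and 12.1 to 25.4 M (median 19.1) for libraries labelled Smad4 off. They were 12.2 to 14.3 M (median 12.6), 18.5 to 35.2 M (median 27.9) and 16.9 to 20.5 M (median 19.8) for those labelled Smad4 on. The smallest expression this depth can show, 3 counts in a library, lay between 0.0689 and 0.252 CPM, and such floors cover counting error only. Counts were scaled by edgeR's TMM method, and genes with low counts were removed with filterByExpr. Each organ and day was tested on its own with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The thresholds are those that the paper applied to DESeq2, a fold change over 2 and an adjusted P value under 0.05. Within groups, the correlation of log2 CPM between libraries was lowest in the 2 liver libraries labelled Smad4 off on day 7 (0.926). Of these 2 liver libraries, 1 was labelled paired-end, and the other libraries were labelled single-end. 10 of the 35 libraries had counts on *mt-Co3* and the other 25 had none. Each liver and lung group held 1 or 2 of these 10 libraries whereas the pancreas groups held none. The targeted gene, *Smad4* (ENSMUSG00000024515; chromosome 18 of GRCm38, 73639009 to 73703780, minus strand), was measured at 68.3 to 147 CPM in the 18 libraries labelled Smad4 off (median 103). It was at 14.7 to 22.3 CPM in the 17 libraries labelled Smad4 on (median 17.7), which is against the labels. Libraries are therefore named by their labels throughout, and every log2 fold change is given as labelled Smad4 on against labelled Smad4 off. A negative value means a lower level in the libraries with lower *Smad4* mRNA.

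**Figure D1:**
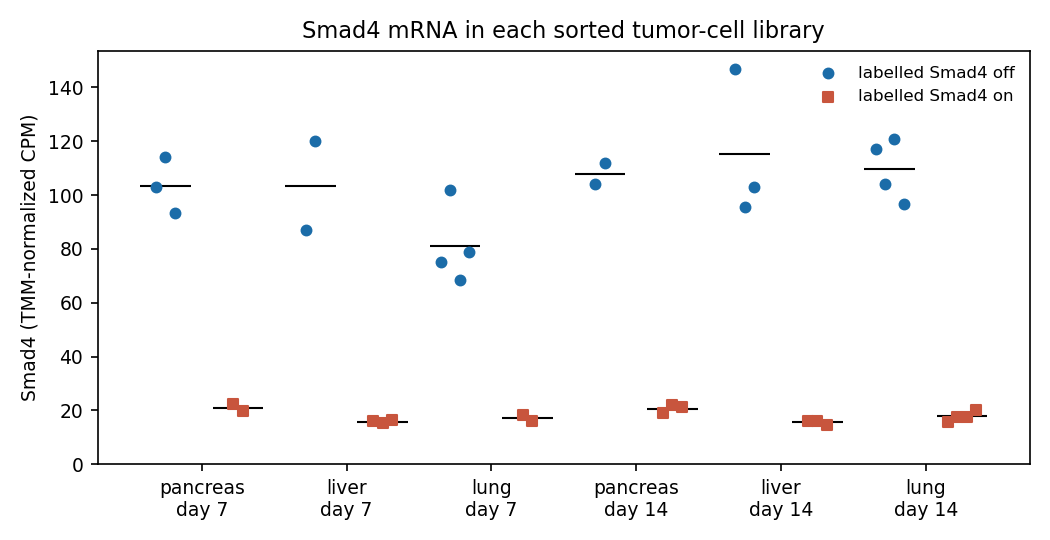
Smad4 mRNA in CPM (y axis, from 0) in each of the 35 libraries by organ and day (x axis). Circles are libraries labelled Smad4 off, squares are libraries labelled Smad4 on and black lines are group means. In each organ and on each day, the libraries labelled Smad4 on, at 14.7 to 22.3 CPM, lie under all those labelled Smad4 off, at 68.3 to 147 CPM.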

Leveraging the mKate2 reporter in our model, we used fluorescence-activated cell sorting (FACS) to isolate tumor (mKate2^+^) cells 7 and 14 days after Dox withdrawal, which allowed for assessment of *Smad4* output kinetics. Consistent with its organ-specific effects on tumor growth, *Smad4* restoration led to upregulation of partially overlapping but mostly distinct genes, as compared to tumor cells kept on Dox: 89% (1,580/1,773) and 74% (613/825) organ-specific genes on days 7 and 14, respectively (Extended Data Fig. 3a and Supplementary Table 1). This phenomenon was particularly pronounced in the liver at the 7-day time point and was still observed across all three organs on day 14 (Extended Data Fig. 3a). 

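Among the 14439, 16007 and 15193 genes tested on day 7, 138 genes in the pancreas, 29 in the liver and 0 in the lungs were higher in the libraries labelled Smad4 on, in which *Smad4* mRNA was lower. In the same comparisons, 54, 42 and 0 genes were lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the lungs on day 7, 366 genes were higher and 427 lower at an unadjusted P value under 0.05. On day 14, 482 genes in the pancreas, 0 in the liver and 3 in the lungs were higher among 14234, 14947 and 14751 tested, and 179, 0 and 1 were lower. In the liver on day 14, 689 genes were higher and 758 lower at an unadjusted P value under 0.05. Of the 165 genes higher in any organ on day 7, 163 (98.8%) were called in 1 organ, as were 90 of the 93 genes lower (96.8%). The shares called in 1 organ on day 14 were 479 of 482 genes higher (99.4%) and 178 of 179 genes lower (99.4%). With 0 genes called in the liver and 3 higher and 1 lower in the lungs, all of which were also called in the pancreas, the day-14 shares were fixed by the lack of calls outside the pancreas. With DESeq2, the test named in the paper's methods, the shares among genes higher were 93.2% (1795 of 1926) on day 7 and 83.1% (594 of 715) on day 14. Among genes lower they were 93.9% (1302 of 1386) and 83% (347 of 418). Adding a covariate to DESeq2 for the 10 libraries with *mt-Co3* counts, a setting chosen after seeing the data, moved the day-14 share the most, to 78% (652 of 836) among genes higher. Across genes tested in both organs, the log2 fold changes had a Pearson correlation of 0.28 between pancreas and liver, 0.06 between pancreas and lungs and -0.02 between liver and lungs on day 7. The correlations were 0.48, 0.45 and 0.58 on day 14, with genes not being independent replicates. Libraries with the same mouse number in both groups deviated from their group means with a correlation of -0.19 in the pancreas on day 7, 0.18 in the liver on day 14 and 0.56 in the lungs on day 14. With the mouse number as a block, 0 genes were called in the pancreas on day 7 (986 higher and 976 lower at an unadjusted P value under 0.05). The same block gave 0 genes in the liver on day 14 (710 higher and 766 lower unadjusted) and 82 higher and 27 lower in the lungs on day 14. The share in 1 organ was then 92.6% among genes higher on day 14. From the share of genes called in a single organ, the paper concludes that restoring *Smad4* upregulated mostly distinct genes in the 3 organs.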

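In liver metastases on day 7, the adjusted P values of nearly all called genes were tied, so that they give no order among them. By gene identifier among the tied genes whose labelled groups did not overlap, *Atp7b* and *Eps8l1* were taken from those higher in the libraries labelled Smad4 on, and *Mmd* and *Axl* from those lower. *Atp7b* (ENSMUSG00000006567; chromosome 8, 21992785 to 22060305) was at 42.9 ± 7.6 CPM (SD, n = 3) in the libraries labelled Smad4 on and 3.17 ± 0.00611 CPM (SD, n = 2) in those labelled Smad4 off. Its log2 fold change was 3.68 (standard error 0.25, adjusted p = 0.0477 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mmd* (ENSMUSG00000003948; chromosome 11, 90249456 to 90278589) was at 7.71 ± 1.35 CPM (SD, n = 3) against 85.5 ± 11.5 CPM (SD, n = 2). This is a log2 fold change of -3.55 (standard error 0.23), with the same adjusted p. The log2 fold changes of *Eps8l1* and *Axl* were 3.70 and -2.66. The lowest adjusted p of the liver on day 7 was itself 0.0477, and the biological coefficient of variation was 0.455, against 0.198 in the pancreas and 0.401 in the lungs. The number of liver genes on day 7 differed widely between settings. A single fit of all 12 groups gave 1706 genes higher and 1391 lower in the liver, 38 and 4 in the pancreas and 14 and 2 in the lungs. DESeq2 on the same libraries gave 1641 and 1246, 364 and 175, and 58 and 54. On day 14, DESeq2 gave 606 genes higher and 217 lower in the pancreas, 137 and 202 in the liver and 131 and 83 in the lungs. The paired-end liver library labelled Smad4 off on day 7 correlated more with the pancreas libraries (median 0.964) than with the other liver libraries (median 0.905).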

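In the libraries labelled Smad4 off, *Smad4* was at 103 ± 10.2 CPM (SD, n = 3) in the pancreas, 103 ± 23.2 (n = 2) in the liver and 81.1 ± 14.6 (n = 4) in the lungs on day 7. On day 14 it was at 108 ± 5.65 (n = 2), 115 ± 27.8 (n = 3) and 110 ± 11.4 (n = 4). In the libraries labelled Smad4 on, it was at 20.9 ± 1.91 CPM (n = 2), 15.8 ± 0.58 (n = 3) and 17.2 ± 1.76 (n = 2) on day 7, and at 20.6 ± 1.51 (n = 3), 15.5 ± 0.731 (n = 3) and 17.8 ± 1.88 (n = 4) on day 14. These means were 20.2%, 15.3% and 21.2% of that in the libraries labelled Smad4 off on day 7 and 19.1%, 13.4% and 16.3% on day 14. Across organs, *Smad4* in the libraries labelled Smad4 off differed from the pancreas by a log2 value of 0.03 in the liver and -0.14 in the lungs (adjusted p = 0.341 for the organ effect, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 17547 genes). The log2 fold change between the labelled groups differed from that in the pancreas by -0.49 in the liver and -0.11 in the lungs, with an adjusted p of 0.115 from the same edgeR test. Without adjustment, the p-values of *Smad4* from edgeR were 0.233 for the organ effect and 0.0162 for this interaction. A change of *Smad4* that differs among the organs is therefore not excluded. With DESeq2's likelihood ratio test, the adjusted p-values were 0.39 and 0.0663, and with DESeq2's size factors in the edgeR fit they were 0.337 and 0.0916. Within single comparisons, the log2 fold change of *Smad4* was -2.28 in the pancreas, -2.79 in the liver and -2.21 in the lungs on day 7, with adjusted p-values of 0.00325, 0.0477 and 0.151 from edgeR. It was -2.31, -2.93 and -2.63 on day 14, with adjusted p-values of 5.4e-05, 0.0625 and 0.000119 from edgeR. Blocking on the mouse number, it was -2.36 in the pancreas on day 7 (adjusted p = 0.0707), -2.90 in the liver on day 14 (0.366) and -2.63 in the lungs on day 14 (0.000124), from the same edgeR test. Among libraries with *mt-Co3* counts alone, and among those without, the difference in mean log2 *Smad4* between labelled groups ranged from -2.10 to -2.86 over the 10 such comparisons of an organ, day and set of libraries.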

Importantly, these results were not confounded by differential *Smad4* expression or baseline TGFβ signaling, as the extent of *Smad4* depletion and restoration and the levels of phosphorylated SMAD2 (a SMAD4-independent readout of TGFβ signaling^27^) were similar among the three organs (Extended Data Fig. 3b,c).

To better understand the organ-specific consequences of *Smad4* restoration, we next performed functional annotation of *Smad4*-activated genes in the liver and lungs, as these organs exhibited opposite tumor growth phenotypes. 

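For liver and lung metastases, whether a gene's response differed between the organs was tested by the interaction of organ and label in edgeR's quasi-likelihood test, over 16369 genes on day 7 and 15869 on day 14. On day 7, 305 genes differed by over 2-fold with an adjusted P value under 0.05, of which 144 had a higher log2 fold change in the liver than in the lungs and 161 a lower one. On day 14 the number was 0, with 478 at an unadjusted P value under 0.05. Blocking on the mouse number within each organ, over the libraries whose number is in both groups, called 0 genes on day 7 (1994 at an unadjusted P value under 0.05) and 0 on day 14 (534). This block, a setting chosen after seeing the data, leaves fewer libraries in the fit of day 7. Of the 29 genes higher in the libraries labelled Smad4 on in the liver but not in the lungs on day 7, 13 (44.8%) differed by this test, as did 22 of the 42 genes lower (52.4%). In the 7 fits that each left out 1 library and kept 2 or more in its group, the number on day 7 ranged from 0 to 201. The number at an unadjusted P value under 0.05 ranged from 2768 to 3928. Other settings gave more genes on day 7, with 1901 for DESeq2 and 2037 for a single fit of 12 groups. A covariate for the libraries with *mt-Co3* counts, chosen after seeing the data, gave 775, so that the number depends on the setting. In the lungs on day 14, the genes higher in the libraries labelled Smad4 on included *Gli2* (ENSMUSG00000048402; chromosome 1, 118834132 to 119053619), at 31.6 ± 10.5 CPM (SD, n = 4) against 0.706 ± 0.419 CPM (SD, n = 4). The log2 fold change was 5.51 (standard error 0.42, adjusted p = 0.00297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Slc29a3* was the other gene higher with the lowest adjusted P values and non-overlapping groups, at a log2 fold change of 1.86 (adjusted p = 0.0122 from the same edgeR test). Both genes were also higher in the other organs on day 14. *Gli2* was at log2 fold changes of 5.95 in the liver (adjusted p = 0.0625, edgeR) and 2.45 in the pancreas (adjusted p = 0.00139, edgeR). *Slc29a3* was at 2.18 (adjusted p = 0.256, edgeR) and 1.82 (adjusted p = 0.000246, edgeR). After blocking on the mouse number, the log2 fold changes in the lungs were 5.50 and 1.83, with adjusted p-values of 0.00154 and 0.00108 from edgeR.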

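Gene sets were tested with limma's camera, a competitive test with an inter-gene correlation of 0.01, on 8 Reactome sets and the S-phase and G2/M-phase gene lists of Seurat. The Benjamini-Hochberg adjustment ran over the 60 tests in the 6 comparisons. In liver metastases, 7 of the 10 sets passed an adjusted P value of 0.05 on day 7 and 7 on day 14, and in lung metastases 3 and 4. All of them were lower in the libraries labelled Smad4 on, in which *Smad4* mRNA was lower. Extracellular matrix organization had a mean log2 fold change of -1.02 over 203 genes in the liver on day 7 (adjusted p = 0.000398, two-sided camera test), with 65 of the genes higher. In the lungs on day 7 it was -0.39 over 192 genes (adjusted p = 3.11e-05), with 66 higher. On day 14, the same set was at -0.34 in the liver (adjusted p = 2.75e-05) and -0.03 in the lungs (adjusted p = 0.0631). ECM proteoglycans were at -1.41 in the liver and -0.54 in the lungs on day 7 (adjusted p = 0.00256 and 4.8e-07), and glycosaminoglycan metabolism was at -0.81 and -0.23 (adjusted p = 0.0071 and 0.14). Fibroblast genes had a mean log2 CPM of 10.67 in the paired-end liver library labelled Smad4 off of day 7. They were at 4.04 in the other one and at 4.81 to 6.34 in those labelled Smad4 on. The matrix values of the liver on day 7 may therefore lean on the paired-end library, which the leave-one-out fits of the sets kept. The mitotic cell cycle set was at -0.38 in the liver on day 7 (adjusted p = 1.38e-06) and -0.26 on day 14 (adjusted p = 1.53e-07). In the lungs it was at 0.02 on day 7 (adjusted p = 0.642) and -0.09 on day 14 (adjusted p = 0.00049). Cellular senescence was at -0.17 in the liver on day 7 (adjusted p = 0.0642) and -0.17 on day 14 (adjusted p = 0.0458). In the lungs it was at 0.12 (adjusted p = 0.269) and -0.09 (adjusted p = 0.0355). The G2/M-phase list was at -0.55 and -0.59 in the liver on days 7 and 14, with 5 and 2 of its 54 genes higher. It was at 0.01 and -0.03 in the lungs, with 25 and 23 higher. The S-phase list was at -0.59 in the liver on day 7 (adjusted p = 0.000171, camera) and -0.33 on day 14 (adjusted p = 0.000446), with 3 and 6 of its 43 genes higher. In the lungs this list was at -0.03 on day 7 (adjusted p = 0.642, camera) and -0.22 on day 14 (adjusted p = 5.11e-05), with 15 and 5 higher. Whether a set's response differed between liver and lungs was not tested. Blocking on the mouse number on day 14, 7 sets in the liver and 4 in the lungs passed, and cellular senescence had an adjusted p of 0.051 in both (camera). When camera estimated the inter-gene correlation of each set from the residuals, the setting that moved these counts the most, 0 sets passed in any of the 6 comparisons.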

Gene ontology (GO) analysis revealed that tumors in both organs upregulated extracellular matrix (for example, glycosaminoglycan, proteoglycan and focal adhesion) and EMT-related transcriptional programs, while only liver metastases showed enrichment for gene signatures related to the cell cycle and senescence (Fig. 3a, Extended Data Fig. 3d and Supplementary Table 2). Intersection of these gene lists with available data from SMAD2/3 ChIP-seq (chromatin immunoprecipitation followed by sequencing) of murine PDAC cells^11,24^ confirmed differential engagement of SMAD4-dependent binding targets, further implicating direct effects of *Smad4* reactivation (Extended Data Fig. 3e,f). 

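The paper's Supplementary Table 1 lists 1773 upregulated genes on day 7 and 825 on day 14, and annotates 790 (44.6%, the paper's value) and 443 (53.7%, the paper's value) of them as bound in chromatin. Genes called lower in the libraries labelled Smad4 on were looked up in these lists. The reason is that 100% of the listed genes with a log2 fold change here had a negative one in the organ and on the day they are listed for. All numbers here are of called genes that are in the paper's list. Of the 42 genes lower in the liver on day 7, 24 were annotated as bound (57.1%), an odds ratio of 1.68 against the other listed genes (two-sided Fisher's exact test, p = 0.116). In the pancreas, 22 of 54 genes lower on day 7 (40.7%; odds ratio 0.851, p = 0.582, two-sided Fisher's exact test) and 81 of the 177 listed genes lower on day 14 (45.8%; odds ratio 0.667, p = 0.0175) were annotated. No such gene was called in the lungs on day 7 or in the liver on day 14, and the 1 called in the lungs on day 14 was not annotated. With the calls of DESeq2, 537 of the 1083 listed genes called lower in the liver on day 7 were annotated (49.6%; odds ratio 1.70, p = 9.06e-08) and 24 of 52 in the lungs (46.2%; odds ratio 1.07, p = 0.888), both from two-sided Fisher's exact tests. The shares on day 14 were 58.5% of 200 listed genes in the liver (odds ratio 1.29, p = 0.122) and 68.4% of 79 in the lungs (odds ratio 1.98, p = 0.00627), again from two-sided Fisher's exact tests. Because the annotation exists only for genes that the paper lists, these odds ratios compare called genes with other listed genes and not with all genes of the genome.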

Of note, GO analysis of RNA-seq data from primary tumors showed enrichment of only a few pathways, which did not include cell cycle or senescence (Supplementary Table 2), in line with the unchanged tumor burden in the pancreas.

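In primary tumors, 5 of the 10 gene sets passed on day 7 and 4 on day 14 with camera's test. The mitotic cell cycle set had a mean log2 fold change of -0.32 over 382 genes on day 7 in the libraries labelled Smad4 on, in which *Smad4* mRNA was lower, with 61 of the genes higher (adjusted p = 5.15e-17, two-sided camera test). On day 14 it was -0.07 with 129 higher (adjusted p = 0.0161). The G2/M-phase list was at -0.68 on day 7 with 1 of 54 genes higher (adjusted p = 1.71e-28) and at -0.09 on day 14 with 15 higher (adjusted p = 0.0852). Cellular senescence was at -0.06 (adjusted p = 0.218) and -0.04 (adjusted p = 0.204). ECM proteoglycans were at 0.37 on day 7, higher in the libraries labelled Smad4 on (adjusted p = 0.00049), whereas on day 14 their adjusted p was 0.126. On day 7, fibroblast genes had a mean log2 CPM of 9.4 to 9.43 in the pancreas libraries labelled Smad4 off. They were at 10.68 and 10.76 in those labelled Smad4 on, so that tumor cells alone may not account for the rise of ECM proteoglycans. When blocked on the mouse number, 6 sets passed on day 7, and the mitotic cell cycle set kept an adjusted p of 6.35e-14 (camera), whereas with correlations estimated for each set none did. Among single genes, *Mmp9* (ENSMUSG00000017737; chromosome 2, 164940780 to 164955850) rose from 11.8 ± 1.64 CPM (SD, n = 3) in the libraries labelled Smad4 off to 194 ± 59.1 CPM (SD, n = 2) in those labelled Smad4 on at day 7. Its log2 fold change was 4.06 (standard error 0.22, adjusted p = 0.00325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tubb3* (ENSMUSG00000062380; chromosome 8, 123411424 to 123422015) fell from 103 ± 19.5 CPM (SD, n = 3) to 11.1 ± 1.75 CPM (SD, n = 2). This is a log2 fold change of -3.18 (standard error 0.21, adjusted p = 0.00366 from the same edgeR test). The block on the mouse number left the log2 fold changes of *Mmp9* and *Tubb3* at 3.95 and -3.12 and brought the adjusted p-values of *Mmp9* and *Tubb3* both to 0.0707 in edgeR's test. *Hc* and *Csgalnact1*, at log2 fold changes of 4.62 and -1.64, also had non-overlapping groups on day 7. On day 14, *Tff2* and *Sfrp2* were higher in the libraries labelled Smad4 on, at log2 fold changes of 2.91 and 3.52 (both adjusted p = 5.4e-05 from edgeR). *Dock8* and *Angptl2* were lower, at -1.35 and -1.25 (adjusted p = 0.000246 and 0.000384 from edgeR).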

**Fig. 3:**
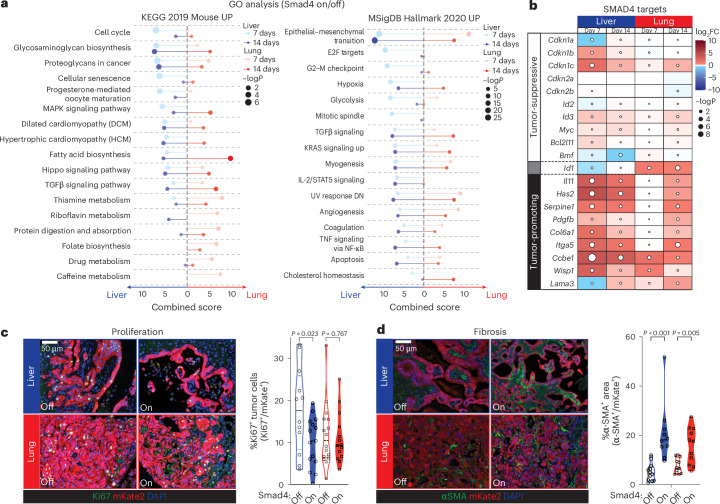
*Smad4* induces different transcriptional programs in liver versus lung metastases. **a**, GO analysis of upregulated genes in liver or lung metastases 7 or 14 days after Dox withdrawal. Combined scores and *P* values for the top KEGG (left) or Hallmark (right) pathways are shown for Smad4 on versus off for each organ and time point. Complete GO lists are provided in Supplementary Table 2. **b**, Heat map of representative genes from *Smad4*’s cytostatic or apoptotic (tumor-suppressive) and fibrogenic (tumor-promoting) transcriptional programs. The average RNA-seq log_2_ fold change (FC) and *P* values are shown for Smad4 on versus off for each organ and time point. **c**, Representative IF staining for Ki67 in KC-shSmad4 liver and lung metastases ± *Smad4* restoration. mKate2 was used to label tumor cells. Right, quantifications (*n* = 12, 15, 16 and 14 independent tumors from three, four, three and three mice for the groups shown, from left to right). Analysis was performed 7 days after Dox withdrawal. **d**, Representative IF staining for α-SMA in KC-shSmad4 liver and lung metastases ± *Smad4* restoration. mKate2 was used to label tumor cells. Right, quantifications (*n* = 12, 10, 12 and 11 independent tumors from three, three, three and four mice for the groups shown, from left to right). Analysis was performed at the experimental endpoint (30 days for liver; 45 days for lungs). Statistical analyses were conducted using Fisher’s exact test with Benjamini–Hochberg adjustment (**a**), a Wald test with negative binomial modeling and Benjamini–Hochberg adjustment (**b**), an unpaired two-sided *t*-test (**c**) or a two-sided Mann–Whitney *U*-test (**d**). Source Data

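Of the cytostatic or apoptotic genes drawn in the heat map, 8 passed the filter on low counts in each liver and lung comparison. Beside *Cdkn1c*, the gene among them that passed an adjusted P value of 0.05 over the listed genes was *Cdkn1a* (ENSMUSG00000023067; chromosome 17, 29090979 to 29100722) in the liver on day 7. It was at 313 ± 48.3 CPM (SD, n = 3) in the libraries labelled Smad4 on, in which *Smad4* mRNA was lower, and 155 ± 31.3 CPM (SD, n = 2) in those labelled Smad4 off. The log2 fold change was 0.94 (standard error 0.23), with an adjusted p of 0.0871 over all genes and 0.0241 over the 29 listed genes alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the liver on day 7, the log2 fold changes of the 8 genes ranged from -2.04 to 0.94, with 5 lower and 3 higher. On day 14 they ranged from -1.41 to 0.96, with 7 lower and 1 higher. In the lungs they ranged from -0.74 to 1.13 on day 7 and from -0.83 to 0.19 on day 14. None of them passed an adjusted P value of 0.05 over all genes in the liver or lungs. *Cdkn2a* had at most 7 counts and *Cdkn2b* at most 17 counts in any of the 35 libraries. *Cdkn2a* was over the floor of 3 counts in 5 libraries and was removed by the filter in each comparison. Its change was therefore not tested, and a fall from this level could not be seen at this depth. The paper reports that most of its tumor-derived cell lines had lost both copies of the *Cdkn2a/b* locus. Low counts of these 2 genes need not be a matter of depth. Of the 29 genes listed from the text and the heat map, 12 passed an adjusted P value of 0.05 over the list in the liver on day 7, 2 in the lungs on day 7, 4 in the liver on day 14 and 6 in the lungs on day 14. Over all genes tested, the numbers were 1, 0, 0 and 1.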

We also performed RNA-seq of the input cells in vitro after *Smad4* restoration and TGFβ treatment (Methods) and compared the resulting pathway enrichment to the in vivo data from the pancreas, liver and lungs (Extended Data Fig. 4a). There was partial overlap between the pathways enriched in vitro and in vivo, which showed the strongest correlation for the liver (Extended Data Fig. 4a), and key pathways (for example, focal adhesion, proteoglycans and cellular senescence) appeared to be better engaged in vivo according to the fraction of upregulated genes per pathway (Supplementary Table 2). Thus, multiple pathways are accessible and responsive to TGFβ in vitro but they become fully deployed at the respective metastatic site in vivo.

Importantly, the differentially expressed SMAD4 targets in the liver and lungs included genes that distinguish between SMAD4’s tumor-suppressive and tumor-promoting functions. They prominently featured upregulation of the tumor suppressor gene and cell-cycle inhibitor *Cdkn1c* (also known as p57^KIP2^)^28,29^ specifically in the liver, as well as induction of SMAD4’s tumor-promoting fibrogenic program (including *Il11*, *Has2*, *Serpine1*, *Col6a1*, *Itga5*, *Ccbe1* and *Wisp1*)^24^ in both organs, albeit with a delayed kinetics in the lungs (Fig. 3b). 

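The difference between the liver and lung responses was tested for the listed genes by the interaction of organ and label. On day 7, it passed an adjusted P value of 0.05 over all genes for *Has2*, at a log2 difference of -4.10 (standard error 0.87, adjusted p = 0.0485), and for *Runx3*, at -4.00 (standard error 0.68, adjusted p = 0.0372) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes were -4.39 and -3.48 in the liver and -0.22 and 0.58 in the lungs, in the libraries labelled Smad4 on, which had lower *Smad4* mRNA. For *Runx3*, the 2 liver libraries labelled Smad4 off lay apart, at 33.1 ± 25.6 CPM (SD, n = 2). Those labelled Smad4 on were at 3.11 ± 1.05 CPM (SD, n = 3), and the groups did not overlap. The size of the *Runx3* change may therefore lean on 1 library. By protein, the paper found RUNX3 in stromal cells, with no signal specific to the tumor. Over the list alone, *Itga5* at -2.01, *Col6a1* at -2.98, *Runx2* at -1.54, *Klf5* at 0.93 and *Id1* at 1.97 passed as well, with adjusted p-values of 0.0208, 0.0349, 0.0271, 0.0272 and 0.0272 from the same edgeR test. Of these, *Col6a1* leaned on the paired-end liver library, at 2560 CPM against 265 CPM in the other library labelled Smad4 off. With each liver library left out in turn, its log2 fold change there ranged from -4.16 to -0.93. In the lungs it was -0.29. For *Cdkn1c*, the log2 difference between the organs was -1.89 on day 7 (standard error 0.83), with an adjusted p of 0.229 over all genes and 0.121 over the list (edgeR). On day 14 it was -0.57 (standard error 0.85, adjusted p = 1 from edgeR). The smallest adjusted p over the list on day 14 was 0.64 in edgeR's test. With the mouse number within each organ as a block, chosen after seeing the data, 0 genes were called on day 7 (1994 at an unadjusted P value under 0.05).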

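In the liver on day 7, *Cdkn1c* (ENSMUSG00000037664; chromosome 7, 143458339 to 143461050, minus strand) was at 1.97 ± 0.1 CPM (SD, n = 3) in the libraries labelled Smad4 on and 7.66 ± 2.52 CPM (SD, n = 2) in those labelled Smad4 off. The latter had the higher *Smad4* mRNA. Its log2 fold change was -2.04 (standard error 0.36), with an adjusted p of 0.0627 over all genes and 0.00923 over the listed genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other comparisons, the log2 fold change of *Cdkn1c* was -1.41 in the liver on day 14 (adjusted p = 0.517), -0.07 in the lungs on day 7 (0.998) and -0.83 in the lungs on day 14 (0.676), from the same edgeR test. In the pancreas, where the mean of *Cdkn1c* lay between 3.3 and 5.17 CPM, it was 0.35 on day 7 (adjusted p = 0.546) and 0.36 on day 14 (adjusted p = 0.317, edgeR). With DESeq2, the adjusted p of *Cdkn1c* in the liver on day 7 was 7.71e-06. Blocked on the mouse number, its log2 fold change was -1.28 in the liver (adjusted p = 0.608, edgeR) and -0.63 in the lungs (adjusted p = 0.231, edgeR) on day 14. Within the libraries without *mt-Co3* counts, the log2 difference of *Cdkn1c* in the lungs on day 7 was -1.68, with 1 library labelled Smad4 on. Within those with *mt-Co3* counts it was 0.28, with 1 library on either side. The 7 fibrogenic genes named by the paper were all lower in the libraries labelled Smad4 on in the liver, with log2 fold changes of -4.39 to -1.57 on day 7 and -4.41 to -1.04 on day 14. In the lungs, 6 of the 7 were lower on day 7, from -2.16 to 0.15, and 7 on day 14, from -2.13 to -0.48. None of these changes passed an adjusted P value of 0.05 over all genes in edgeR's test. With DESeq2, 7 did in the liver and 0 in the lungs on day 7, and 4 and 4 on day 14. With the mouse number as a block, 2 of the 7 passed in the lungs on day 14 and 0 in the liver. The mean log2 CPM of the 7 genes differed between the labelled groups by -2.92 in the liver (two-sided exact permutation test, p = 0.1) and -0.70 in the lungs (exact p = 0.2) on day 7. By day 14 it was -2.09 in the liver (exact p = 0.1) and -1.31 in the lungs (exact p = 0.0286). The smallest exact p these group sizes allow is 0.1 in the liver, 0.0667 in the lungs on day 7 and 0.0286 in the lungs on day 14. The exact tests took no account of the mouse number, although libraries with the same number correlated at 0.56 in the lungs on day 14. The splits that part every such pair number 8 there, too few to reach 0.05. Within the libraries without *mt-Co3* counts, the difference in mean log2 CPM of the 7 genes was -2.19, -0.46, -2.48 and -1.12 in the same order. Within those with *mt-Co3* counts it was -4.07, -0.75, -1.31 and -1.49. These rest on a single library in at least 1 labelled group except for the liver without and the lungs with and without such counts on day 14. Between the days, the change in the lungs was more negative on day 14 for 5 of the 7 genes, by log2 values from -1.60 to 0.55 over the 7. The smallest adjusted p of the day by label interaction was 0.83 over all genes and 0.262 over the 7 genes (edgeR). From these genes the paper states that *Cdkn1c* rises specifically in the liver, and that the fibrogenic program is induced in both organs and later in the lungs.

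**Figure D2:**
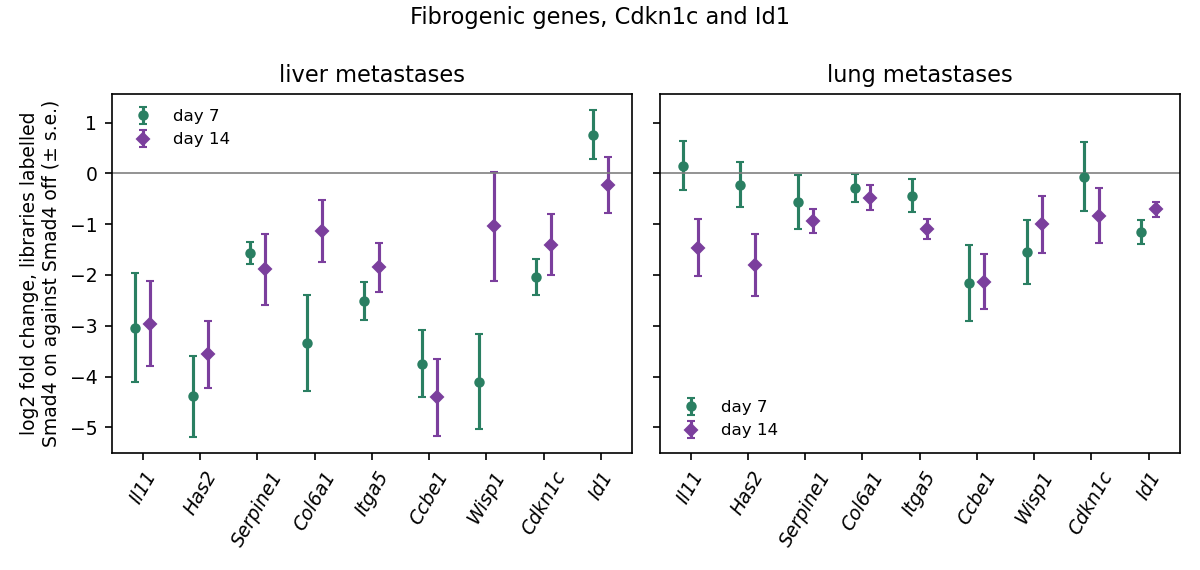
Log2 fold change in libraries labelled Smad4 on against those labelled Smad4 off (y axis, with standard errors as bars) of the 7 fibrogenic genes, Cdkn1c and Id1 (x axis) in liver and lung metastases. Circles are day 7 and diamonds are day 14. In the liver, the fibrogenic genes lie from -4.41 to -1.04, and in the lungs from -2.16 to 0.15.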

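*Id1* (ENSMUSG00000042745; chromosome 2, 152736251 to 152737410, plus strand) was at 55.3 ± 17.9 CPM (SD, n = 2) in the lung libraries labelled Smad4 on and 126 ± 16.4 CPM (SD, n = 4) in those labelled Smad4 off on day 7, the latter having the higher *Smad4* mRNA. On day 14 it was at 78.3 ± 6.24 (SD, n = 4) and 127 ± 21.2 (SD, n = 4). The labelled groups did not overlap on either day. The log2 fold change of *Id1* in the lungs was -1.16 on day 7 (standard error 0.24, adjusted p = 0.604 over all genes and 0.0306 over the 29 listed genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 14 it was -0.71 (standard error 0.14, adjusted p = 0.19 and 0.00555 from the same edgeR test). With the mouse number as a block, it was -0.70 in the lungs on day 14 (adjusted p = 0.0245, edgeR). In the liver, *Id1* was at 150 ± 28.1 CPM (SD, n = 3) in the libraries labelled Smad4 on and 83.7 ± 57 CPM (SD, n = 2) in those labelled Smad4 off on day 7. This is a log2 fold change of 0.76 (standard error 0.48, adjusted p = 0.372, edgeR). On day 14 it was at 110 ± 40 (SD, n = 3) and 128 ± 88.8 (SD, n = 3), a log2 fold change of -0.23 (standard error 0.55, adjusted p = 0.933, edgeR) that was -0.08 with the mouse number as a block. The liver difference on day 7 rested on 2 libraries labelled Smad4 off that lay apart, at 43.4 CPM in the paired-end library and 124 CPM in the other. Within the libraries without *mt-Co3* counts, the log2 difference of *Id1* was -0.85 in the lungs and 0.13 in the liver on day 7 and -0.62 and 0.27 on day 14. Within those with *mt-Co3* counts it was -1.61, 2.02, -0.75 and -0.63.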

Of note, the SMAD4-dependent target *Id1*, known to reflect TGFβ’s protumor mode of action^30^, showed elevated expression in lung metastases but downregulation in liver metastases (Fig. 3b).

These transcriptomic data suggesting differential cytostatic and fibrogenic outputs were validated by immunostaining for the proliferation marker Ki67 and the TGFβ-dependent myofibroblast marker α-smooth muscle actin (α-SMA)^24^. In support of a liver-specific cytostatic response and shared fibrogenic response, *Smad4* reactivation reduced the proportion of Ki67^+^ tumor cells only in the liver, while both the liver and lungs exhibited increases in α-SMA levels (Fig. 3c,d). Analogous analyses of primary tumors revealed an unchanged fraction of Ki67^+^ tumor cells (Extended Data Fig. 4b), consistent with the lack of a growth phenotype, and a milder increase in α-SMA levels (Extended Data Fig. 4c). Importantly, the liver-specific cytostatic effect of *Smad4* reactivation was confirmed in the GEMMs, where short-term (7-day) *Smad4* restoration reduced the percentage of Ki67^+^ tumor cells in liver metastases but not in primary tumors or lung metastases (Extended Data Fig. 4d). While we were unable to assess longer-term effects on fibrosis because of the limited time between reliable metastasis detection and humane endpoint, these data validate in an autochthonous model the discordance of a key *Smad4* output that underpins its organ-specific tumor phenotypes.

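In the liver on day 7, *Cdkn1c*, which encodes p57, was at 1.89, 1.93 and 2.08 CPM in the 3 libraries labelled Smad4 on, in which *Smad4* mRNA was lower. It was at 5.88 and 9.44 CPM in the 2 labelled Smad4 off, and had 53 to 249 counts in these libraries. The higher of the latter values came from the paired-end library. With each liver library left out in turn, its log2 fold change on day 7 stayed between -2.30 and -1.67. In the lungs on day 7, the 2 libraries labelled Smad4 on were at 2.17 and 14.3 CPM, a spread wider than the range of 6.94 to 11.7 CPM of the 4 labelled Smad4 off. Leaving out each library in turn moved the log2 fold change between -2.06 and 0.72.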

As noted above, one differentially expressed gene (DEG) that stood out was the cyclin-dependent kinase inhibitor p57 (*Cdkn1c*), a known target of SMAD4 that mediates TGFβ’s cytostatic function in certain contexts^29,31^, which showed preferential induction by *Smad4* in the liver (Fig. 3b). To probe p57 function in this context, we introduced shRNAs targeting p57 or a control gene (*Renilla* luciferase) in KC-shSmad4 cells, confirmed knockdown (Extended Data Fig. 4e) and performed intrasplenic injections to generate experimental liver metastases in mice on Dox (Smad4 off). At 30 days after injection, Dox was withdrawn to allow for *Smad4* re-expression and livers were assessed for macrometastases after another 40 days. Whereas tumors harboring the control shRNA showed the expected reduction in tumor burden (Fig. 4a,b) and fraction of Ki67^+^ cells (Fig. 4c,d) following *Smad4* reactivation, the p57-depleted tumors did not. Of note, these observations were specific to *Smad4* restoration and not a general effect of p57 knockdown on proliferation, as p57 depletion did not affect baseline tumor burden or the fraction of Ki67^+^ tumor cells in the *Smad4*-deficient condition (Fig. 4d and Extended Data Fig. 4f). Therefore, p57 is a crucial component of *Smad4*’s tumor-suppressive program in the liver. More broadly, our analysis reveals discordant engagement of *Smad4*’s tumor-suppressive versus tumor-promoting effectors in liver versus lung metastases, demonstrating that the anatomic site of the tumor can uncouple TGFβ’s antitumorigenic and protumorigenic programs.

**Fig. 4:**
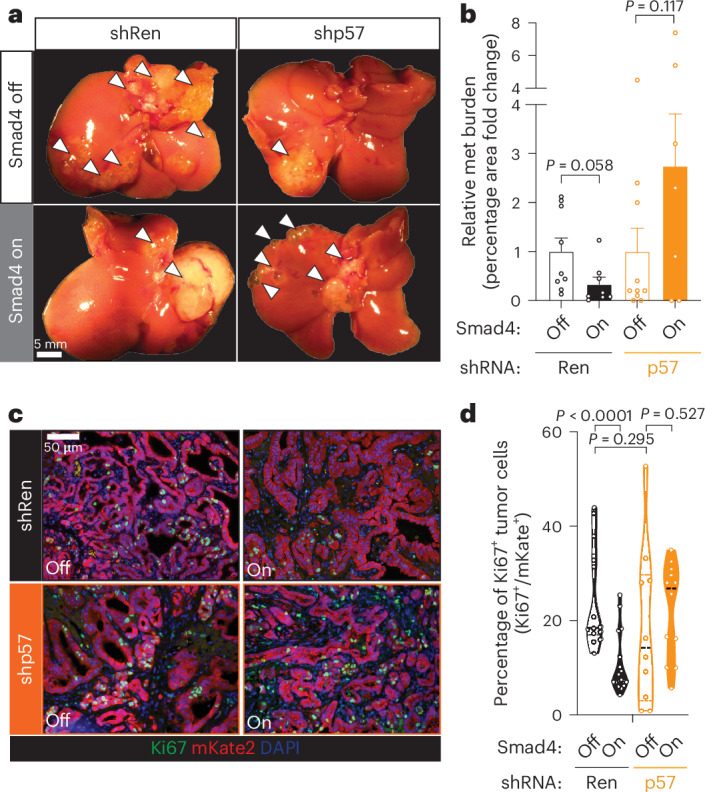
*Smad4*’s tumor-suppressive function depends on p57. **a**, Representative macroscopic images of tumor-bearing livers ± *Smad4* restoration on the background of the indicated stable shRNAs. Arrowheads highlight metastatic tumors. Data are representative of the number of independent mice per group specified in **b**. **b**, Quantifications of metastasis burden (fold change of percentage tumor area) on day 40 after Dox withdrawal (mean ± SEM; *n* = 9, 8, 10 and 7 independent mice per groups shown, from left to right). **c**,**d**, Representative IF staining (**c**) and quantifications (**d**) for Ki67 in KC-shSmad4 liver metastases ± *Smad4* restoration on the background of the indicated stable shRNAs (*n* = 14, 18, 10 and 12 independent tumors from three, four, three and four mice for groups shown, from left to right). Analysis was performed 7 days after Dox withdrawal. Statistical analysis was conducted using an unpaired two-sided *t*-test (**b**,**d**). Source Data

### Distinct chromatin states in liver versus lung metastases

Given the organ-specific transcriptional responses, we hypothesized that liver and lung metastases may harbor distinct chromatin states that afford different accessibility to SMAD4’s target genes. To test this, we performed ATAC-seq (assay for transposase-accessible chromatin using sequencing) on FACS-isolated tumor cells from the pancreas, liver and lungs ± *Smad4* restoration. Unsupervised clustering of differentially accessible peaks linked distinct chromatin states to tumors residing in different organs, whereas *Smad4* status itself had a limited impact (Fig. 5a, Extended Data Fig. 5a,b and Supplementary Table 3), consistent with the fact that it is not a ‘pioneer’ TF^27,32^. However, the differential chromatin accessibility affected SMAD4-dependent target genes, including its cytostatic and fibrogenic effectors highlighted earlier (Extended Data Fig. 5c). Furthermore, motif analysis of the liver-specific versus lung-specific ATAC-open regions revealed mostly distinct TF families, with the top unique predictions being KLF, HNF and ELF in the liver and RUNX, FOX and ETS in the lungs (Fig. 5b).

**Fig. 5:**
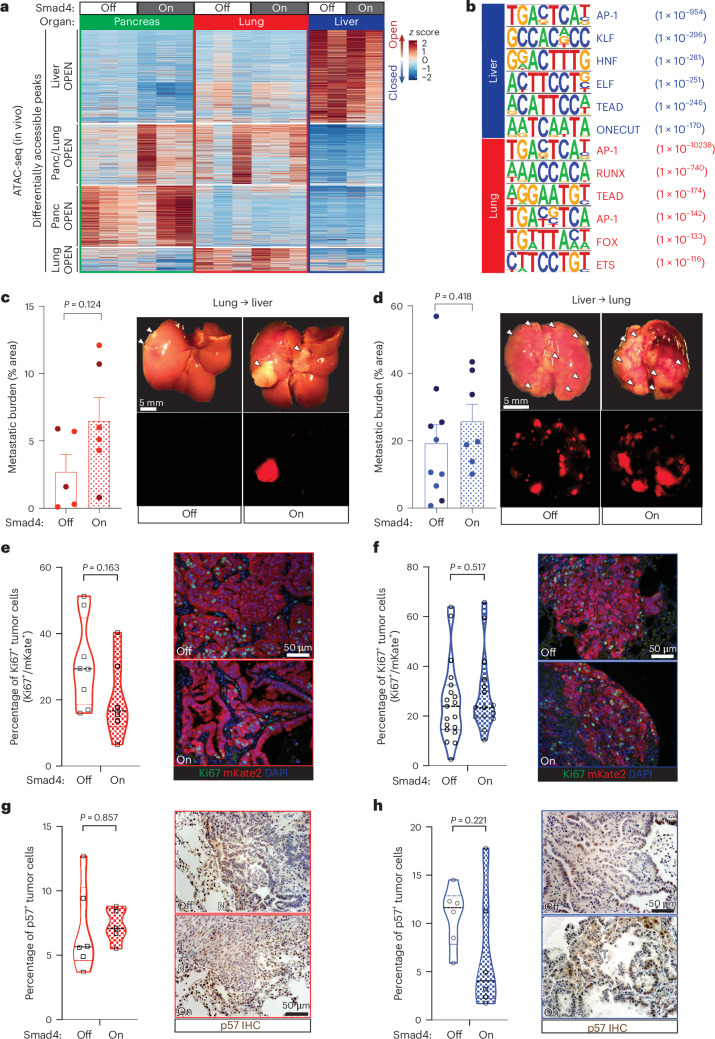
Liver and lung metastases harbor distinct chromatin states. **a**, Heat map of differentially accessible chromatin regions in tumor (mKate2^+^) cells isolated from the pancreas, liver or lungs (in vivo ATAC-seq). Smad4 on corresponds to 14 days of Dox withdrawal. Each column represents an independent mouse. A complete list of differentially accessible ATAC-seq peaks is provided in Supplementary Table 3. **b**, Top-scoring TF motifs identified by HOMER de novo motif analysis of in vivo ATAC-seq peaks enriched in liver versus lung metastases. Enrichment *P* values are shown in parentheses. **c**, Analysis of liver metastasis burden after intrasplenic injections of lung metastasis-derived KC-shSmad4 cell lines with or without subsequent Dox withdrawal. Left, percentage area quantifications at endpoint (mean ± s.e.m.; *n* = 5 and 6 independent mice per group, respectively; different color shading indicates independent cell lines). Right, representative macroscopic images of tumor-bearing livers. Shown are matching brightfield and mKate2 fluorescence images. Arrowheads highlight metastatic tumors. **d**, Analysis of lung metastasis burden after tail-vein injections of liver metastasis-derived KC-shSmad4 cell lines with or without subsequent Dox withdrawal. Left, percentage area quantifications at endpoint (mean ± s.e.m.; *n* = 10 and 7 independent mice per group, respectively; different color shading indicates independent cell lines). Right, representative macroscopic images of tumor-bearing lungs. Shown are matching brightfield and mKate2 fluorescence images. Arrowheads highlight metastatic tumors. **e**,**f**, Quantifications of the percentage of Ki67^+^ tumor cells in KC-shSmad4 lung-to-liver (**e**) and liver-to-lung (**f**) metastases ± *Smad4* restoration. Right, representative IF images (*n* = 8 and 6 independent tumors from two mice per respective group for liver; *n* = 19 and 15 independent tumors from five mice per respective group for lung). mKate2 was used to label tumor cells. Analysis was performed 7 days after Dox withdrawal. **g**,**h**, Quantifications of the percentage of p57^+^ cells in KC-shSmad4 lung-to-liver (**g**) and liver-to-lung (**h**) metastases ± *Smad4* restoration. Right, representative IHC images (*n* = 6 and 5 independent tumors from two mice per respective group for liver; *n* = 6 independent tumors from five mice per group for lung). mKate2 was used to label tumor cells. Analysis was performed 7 days after Dox withdrawal. Statistical analyses were conducted using a hypergeometric test (**b**) or unpaired two-sided *t*-test (**c**–**h**). Source Data

In principle, these different chromatin states and corresponding TF activities could require ongoing exposure to factors in the organ microenvironment or be stably associated with distinct tumor cell subpopulations. To distinguish between these possibilities, we asked whether organ-biased differences in chromatin accessibility were maintained in vitro. We performed ATAC-seq on the Smad4-off primary tumor-derived cell lines used to generate liver and lung metastases and on matched cell lines derived from the respective metastatic sites. Remarkably, cell lines from the three different organs showed different chromatin accessibility profiles (Extended Data Fig. 6a,b). Motif analysis of the liver-specific versus lung-specific ATAC-open regions further uncovered distinct TF families that partially overlapped with their in vivo counterparts, including top enrichment for KLF and HNF motifs in the liver-derived cell lines and RUNX motifs in the lung-derived cell lines (Extended Data Fig. 6c). These data indicate that, while there are in vivo organ-enforced effects on the chromatin state of tumor cells, specific TF activities associated with distinct organ microenvironments and SMAD4 responses are heritable.

We then assessed the functional consequences of the inherited organ-biased cell states using in vitro and in vivo assays. The lung-derived but not liver-derived cells had a blunted cytostatic response to TGFβ in vitro relative to their matching primary tumor cells, indicating that the lung favors a cell-intrinsic state that is resistant to the tumor-suppressive effects of SMAD4 (Extended Data Fig. 6d). In addition, we performed in vivo ‘swap’ experiments where we used Smad4-off lung-derived cell lines in liver metastasis assays or Smad4-off liver-derived cell lines in lung metastasis assays, followed by *Smad4* restoration. The lung-into-liver swap abrogated SMAD4’s tumor-suppressive response in the liver, while the liver-into-lung swap impaired SMAD4’s tumor-promoting response in the lung, which was reflected in the unchanged tumor burden and fractions of Ki67^+^ and p57^+^ cells upon *Smad4* restoration in both organs (Fig. 5c–h). These data suggest that the heritable liver-associated and lung-associated epigenetic states have a critical role in defining the metastatic tumor’s response to TGFβ and SMAD4.

Collectively, these results show that dissemination to the liver versus lungs favors distinct chromatin states in tumor cells, whereby certain TF activities are stably inherited and associated with opposite dependence on *Smad4* inactivation.

### Early emergence of distinct metastasis-like chromatin states

Given the existence of heritable organ-associated epigenetic programs, we next asked whether they were already present in the primary tumor. To this end, we performed single-cell multiomics (scATAC-seq + scRNA-seq) on three independent KC-shSmad4 primary tumors and then mapped liver-enriched and lung-enriched open chromatin peaks identified in our bulk ATAC-seq on the single-cell space. This analysis identified distinct primary tumor cell subpopulations that harbored chromatin states resembling the states enriched in established liver and lung metastases (Fig. 6a,b).

**Fig. 6:**
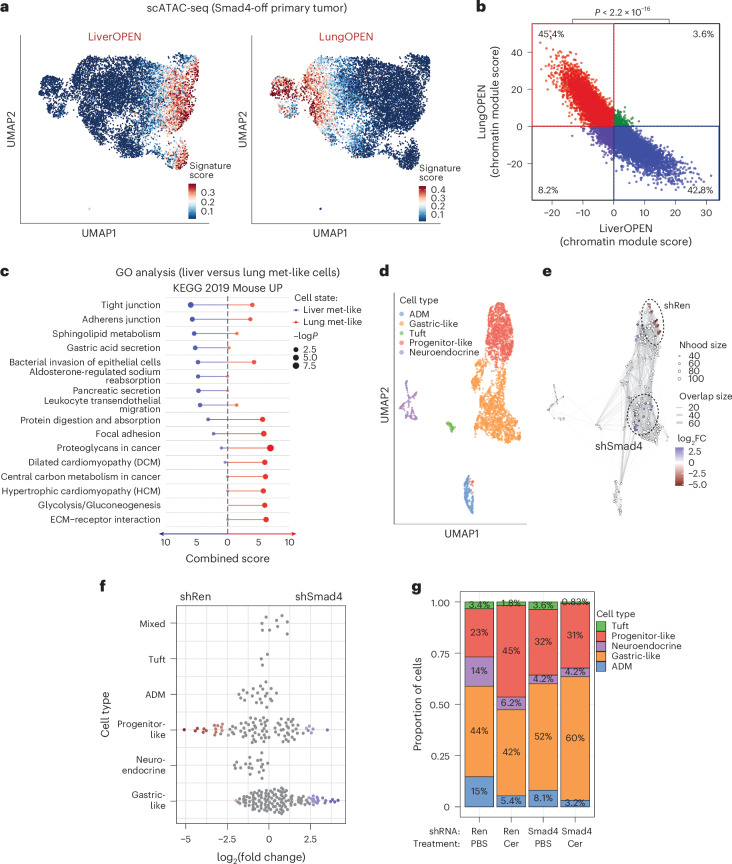
Liver and lung metastasis-like chromatin states emerge early in tumorigenesis. **a**, UMAP visualization of scATAC-seq profiles of KC-shSmad4 (+Dox) primary tumor cells (mKate2^+^). Signature scores based on liver-specific or lung-specific ATAC-open peaks from bulk ATAC-seq data are displayed in color per individual cell. Data represent three independent mice. **b**, Mutual exclusivity of liver-specific and lung-specific open chromatin signatures in primary tumors. The plot shows the distribution of cells from KC-shSmad4 (+Dox) primary tumors according to their enrichment of liver-specific (LiverOPEN) and lung-specific (LungOPEN) open chromatin signatures derived from bulk ATAC-seq (Methods). Each dot corresponds to an independent cell. The proportions of cells with liver-only (blue) and lung-only (red) signatures were compared to those with both liver and lung signatures (green) and those with neither signature (purple). **c**, GO analysis of upregulated genes in liver metastasis-like versus lung metastasis-like cell subpopulations of KC-shSmad4 primary tumors. Combined scores and *P* values for the top KEGG pathways are shown. Complete GO lists are provided in Supplementary Table 4. **d**, UMAP visualization of scRNA-seq profiles of KC-shRen and KC-shSmad4 (+Dox) premalignant pancreatic tissue (mKate2^+^). Cell type classification based on established gene signatures (Methods) are displayed in color per cell. Data represent four independent mice. **e**, Assessment of cell states enriched in shRen (red) versus shSmad4 (blue) conditions using Milo analysis (Methods). **f**, Distribution of premalignant pancreas cell neighborhoods in shRen or shSmad4 mice across transcriptional states. The *x* axis indicates the log_2_(fold change) in differential abundance of shRen (<0) and shSmad4 (>0). Each neighborhood was associated with a cell type if more than 80% of the cell states in the neighborhood belonged to the respective state; otherwise, it was annotated as ‘mixed’. **g**, Fractions of premalignant pancreas cells corresponding to different transcriptional states under the indicated conditions (*n* = 1 mouse per condition; Methods). PBS was used as the control. Cer, cerulein. Statistical analyses were conducted using a chi-squared test (**b**) or Fisher’s exact test with Benjamini–Hochberg adjustment (**c**). Source Data

To identify pathways associated with these two chromatin states, we performed GO analysis of the corresponding RNA-seq data. This analysis revealed that the liver versus lung metastasis-like states have distinct transcriptional programs that were previously linked to organ-specific metastasis. Liver metastasis-like cells showed a strong enrichment for tight junction genes (Fig. 6c and Supplementary Table 4), which facilitate interactions of tumor cells with hepatocytes to promote metastatic outgrowth in the liver^33^. By contrast, lung metastasis-like cells upregulated integrin and focal adhesion genes (Fig. 6c and Supplementary Table 4), known to promote metastatic outgrowth in the lungs^34^. Thus, liver and lung metastasis-like chromatin states can be found in distinct cell subpopulations of the primary tumor and are associated with different transcriptional programs that favor metastatic outgrowth at each respective organ site.

We also probed scATAC-seq data obtained from premalignant pancreatic tissue (harboring only *Kras*^G12D^)^35^. Remarkably, this analysis identified similar chromatin states to those that occurred in advanced KC-shSmad4 primary tumors, implying that the organ-specific chromatin states arise even before cells acquire malignant potential (Extended Data Fig. 7a). To further explore the origin of these chromatin states, we then performed scRNA-seq on premalignant pancreata in our autochthonous model ± *Smad4* depletion and cerulein-induced pancreatitis, an environmental condition that facilitates PDAC development^35^ (Extended Data Fig. 7b). Analysis of these data also identified distinct subpopulations of premalignant cells that resembled liver or lung metastases, confirming at the transcriptional level our earlier conclusion that the two metastatic states begin to emerge even before malignancy (Extended Data Fig. 7c).

Next, we compared the liver and lung metastasis-like cell states seen in early neoplasia with established premalignant transcriptional signatures, including two distinct PDAC precursor cell types known as gastric-like and progenitor-like^36^. The two metastatic states showed opposite enrichment, whereby the liver-favored state was enriched in gastric-like cells, whereas the lung-favored state was enriched in progenitor-like cells (Extended Data Fig. 7c). Importantly, *Smad4* deficiency and tissue injury interacted to impact the distribution of these states. Specifically, cerulein treatment strongly promoted the progenitor-like state in the control shRNA-expressing pancreas, as previously reported^36^. By contrast, cerulein treatment promoted the gastric-like state in the sh*Smad4*-expressing pancreas (Fig. 6d–g). Thus, the liver and lung metastasis-like chromatin states are associated with distinct PDAC precursor cell types and are causally affected by *Smad4* and tissue injury.

Lastly, we asked whether the identified liver-biased and lung-biased metastatic states can be found in human PDAC. We leveraged the multiomic nature of our mouse single-cell data to generate matching RNA-seq signatures of the cell populations that were enriched for liver-specific versus lung-specific chromatin peaks in the ATAC-seq analysis. The resulting transcriptional signatures were then used to query scRNA-seq data from 16 human primary PDAC samples^37^. This analysis confirmed the existence of distinct cell subpopulations in the human primary tumors that resemble the organ-biased cell states in our mouse model and likewise show association with gastric-like versus progenitor-like cell types (Extended Data Fig. 7d–f). Overall, our data show that the liver and lungs favor metastatic cells harboring different chromatin states that begin to emerge in distinct subpopulations of the premalignant pancreas, are differentially favored by *Smad4* status and tissue injury, and are maintained in primary tumors.

### KLF4 and RUNX1 in liver-biased and lung-biased chromatin states

To determine which TFs may cooperate with SMAD4 to impact organ-specific gene expression, we integrated our ATAC-seq and RNA-seq datasets to identify TF families (1) whose motifs were enriched in the differentially accessible chromatin regions and (2) whose predicted targets were upregulated upon *Smad4* restoration. This analysis pinpointed the KLF and RUNX families of pioneer TFs^32,38,39^ as candidate drivers in the liver and lungs, respectively (Fig. 7a). To assess which TF families are of highest relevance to human PDAC, we then used transcriptomic data from metastatic human PDAC^40^ to impute differential TF activity in liver or lung metastases on the basis of enrichment or depletion of a given TF’s target genes relative to primary tumors (Methods). Corroborating our mouse data, KLF targets were enriched in liver metastases, whereas RUNX targets were depleted in liver and enriched in lung metastases (Fig. 7b). These results nominate the KLF and RUNX TF families as organ-specific determinants of chromatin-directed transcriptional programs responsive to SMAD4.

**Fig. 7:**
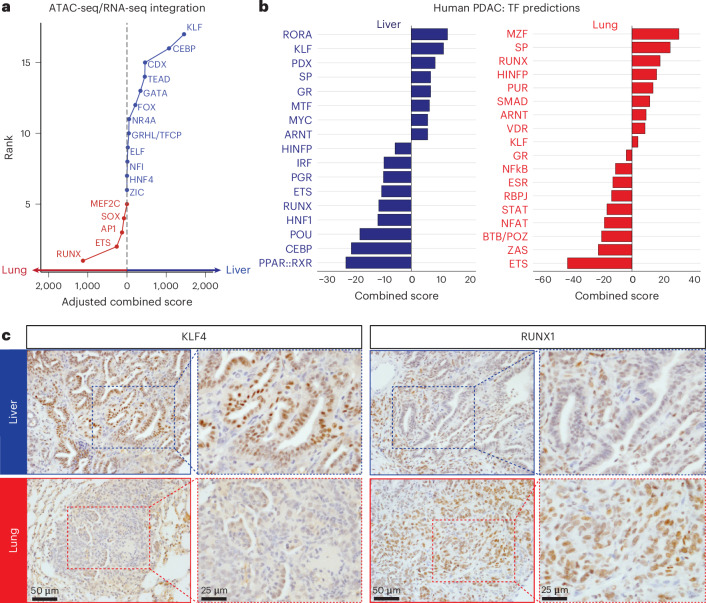
KLF4 and RUNX1 are associated with liver-biased and lung-biased chromatin states. **a**, ATAC-seq and RNA-seq combined scores for the indicated TF families in liver versus lung metastases. This metric infers the probability that a given TF family with a significantly enriched motif in the ATAC-open regions impacts SMAD4-induced gene expression changes on the basis of a consistent RNA-seq change in the Smad4 on versus off comparison (Methods). Top TF families scored using the HOMER de novo motif analysis in the liver versus lungs are shown. **b**, Combined scores for the indicated TF families in liver and lung metastases from PDAC patients^40^. This metric infers the activity of a given TF family on the basis of enrichment or depletion of its predicted target genes in the respective metastases versus primary tumors but not in the corresponding normal tissues (Methods). Top TFs scored using JASPAR or TRANSFAC position weight matrix data are shown. **c**, Representative IHC staining for KLF4 and RUNX1 in KC-shSmad4 (+Dox) liver or lung metastases. Right, higher-magnification views of the dashed areas to highlight tumor-specific nuclear signal. Data are representative of 20 metastases from four independent mice. Source Data

The KLF and RUNX families contain multiple TFs that have been implicated in PDAC biology. Among them, KLF4 and KLF5 are both enforcers of pancreatic epithelial identify^11,41,42^, whereby KLF5 silencing by TGFβ compromises PDAC cell survival^11^. Interestingly, KLF4 can exhibit protumorigenic or antitumorigenic effects in PDAC depending on context, despite binding similar DNA motifs to KLF5 (refs. ^11,42,43^). On the other hand, RUNX1 and RUNX3 have been implicated as drivers of invasion and metastasis and as potential genetic dependencies in PDAC^16,44,45^. To define which specific TFs are most likely to underlie the observed organ-specific phenotypes, we performed IHC staining for each of these factors in KC-shSmad4 metastases. KLF4 exhibited strong specificity for liver metastases and RUNX1 for lung metastases; at the same time, KLF5, KLF6 and RUNX2 presented signal in both organs, albeit to a different extent, and RUNX3 did not show a tumor-specific signal but rather stained stromal cells in our model (Fig. 7c and Extended Data Fig. 8a). 

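mRNA of the TFs *Klf4* and *Runx1* was compared between liver and lung metastases in the libraries labelled Smad4 off of both days, 5 from the liver and 8 from the lungs, with the day as a covariate. These libraries had the higher *Smad4* mRNA, whereas the paper stained KLF4 and RUNX1 in metastases kept on Dox. *Klf4* (ENSMUSG00000003032; chromosome 4, 55527143 to 55532466, minus strand) was at 355 ± 154 CPM (SD, n = 5) in the liver, from 156 to 580. It was at 238 ± 47.6 CPM (SD, n = 8) in the lungs, from 189 to 310. Its log2 fold change, liver against lungs, was 0.53 (standard error 0.25, adjusted p = 0.303 over 16280 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; two-sided exact permutation test, p = 0.106). *Runx1* (ENSMUSG00000022952; chromosome 16, 92601466 to 92826149, minus strand) was at 125 ± 49.4 CPM (SD, n = 5) and 135 ± 17.3 CPM (SD, n = 8). The log2 fold change was -0.16 (standard error 0.18, adjusted p = 0.754 from the same edgeR test; exact p = 0.375). The exact tests ran over 1287 groupings, which allow a p as small as 0.000777. Both TFs were highest in the paired-end liver library, at 580 and 210 CPM. With the mouse number as a block, the log2 fold changes were 0.37 (adjusted p = 0.454) and -0.14 (adjusted p = 0.767, edgeR). In the libraries labelled Smad4 on, in which *Smad4* mRNA was lower, the log2 fold change of *Runx1* was -0.51 with an adjusted p of 0.0383 (edgeR). By *Smad4* mRNA, these libraries are the nearer to the stained metastases, and *Runx1* was lower there in the liver than in the lungs. This adjusted p is the low end of the range of 0.0383 to 0.84 over the alternatives with edgeR or DESeq2. In the libraries labelled Smad4 off of day 7 alone it was 0.22 (adjusted p = 0.81, edgeR). Over all genes tested in the libraries labelled Smad4 off of both days, 113 were higher and 252 lower in the liver than in the lungs.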

Interestingly, the mRNA levels of *Klf4* and *Runx1* did not differ significantly between liver and lung metastases, suggesting post-transcriptional regulation of these TFs (Extended Data Fig. 8b).

Importantly, the organ preference of KLF4 and RUNX1 for liver and lung metastases was confirmed in the autochthonous KC-shSmad4 model, where ten of ten liver metastases were KLF4^+^ (versus three of ten RUNX1^+^) and six of seven lung metastases were RUNX1^+^ (versus one of seven KLF4^+^) by IHC (Extended Data Fig. 8c). IHC analysis of metastatic tissue from 17 PDAC patients corroborated higher KLF4 expression in liver metastases, albeit to a lesser degree than in the mouse models (Extended Data Fig. 8d). RUNX1 showed a trend toward higher signal in lung metastases but did not reach statistical significance at the analyzed number of samples (Extended Data Fig. 8d), implying that KLF4 status has a dominant role in the human setting.

Interestingly, IHC staining for KLF4 and RUNX1 in primary tumors was heterogeneous across the transplantation and autochthonous mouse models and patients, indicating broad expression of both TFs in apparently nonoverlapping subsets of cells (Extended Data Fig. 9a). These data implied that the chromatin states associated with KLF and RUNX—and their opposite responsiveness to SMAD4—are present in subpopulations within the primary tumor, as suggested earlier by our scATAC-seq and scRNA-seq analyses. To further address this, we integrated our ATAC-seq and RNA-seq data from primary tumors ± *Smad4* restoration to infer KLF and RUNX TF activities. The latter were defined by combining metrics of chromatin accessibility at the respective TF motif with transcriptional changes in the TF’s target genes (Methods). This analysis revealed that *Smad4* restoration caused a decrease in inferred KLF activity and an increase in inferred RUNX activity in the pancreas (Extended Data Fig. 9b). In agreement, IHC staining revealed a reduced fraction of KLF4^+^ cells and an increased proportion of RUNX1^+^ cells after 14 days of *Smad4* restoration (Extended Data Fig. 9c). These data support the concept that the KLF and RUNX-associated cell states pre-exist in the primary tumor, whereby SMAD4 antagonizes KLF activity while cooperating with RUNX activity.

Overall, our refined analysis nominates KLF4 and RUNX1 as particular TFs that are likely to mediate organ-specific chromatin opening and thereby differential dependence on *Smad4* inactivation in liver versus lung metastases.

### Organ-specific interplay of *Klf4* and *Runx1* with *Smad4*

To functionally interrogate the roles of *Klf4* and *Runx1* and their interplay with *Smad4* in liver and lung metastases, we used stable shRNA-based knockdown to deplete *Klf4* or *Runx1* (or an shRNA to target *Renilla* luciferase as a neutral control) in KC-shSmad4 cells. While both sh*Klf4* and sh*Runx1* achieved a potent reduction in the respective proteins (Extended Data Fig. 10a), the corresponding cell lines had unaltered basal proliferation and response to TGFβ upon *Smad4* restoration in vitro in comparison to the sh*Ren* control (Extended Data Fig. 10b). We then assessed the impact of these knockdowns on early metastatic colonization by intracardiac injection of these cells in mice on Dox (Smad4 off), followed by organ isolation and bioluminescence analysis 7 days later (Extended Data Fig. 10c). All conditions displayed a similar signal in the livers and the lungs, indicating that *Klf4* and *Runx1* do not affect seeding and early colonization of these organs (Extended Data Fig. 10d,e). In line with our scRNA-seq data showing enrichment of pathways that promote tumor outgrowth in the liver and lungs (Fig. 6c), these results imply that the KLF4^+^ and RUNX1^+^ cell states associated with liver and lung metastases are selected during expansion at the respective metastatic site.

To assess the TF interplay with *Smad4* during metastatic outgrowth, we then generated liver or lung metastases through intrasplenic or tail-vein injection of the shRNA-expressing cells in mice on Dox (Smad4 off), as described earlier (Extended Data Fig. 10f,g). Consistent with a general role for *Klf4* in supporting a liver-metastatic cell state, its depletion reduced baseline tumor burden in the liver; meanwhile, *Runx1* depletion produced a smaller reduction in liver metastasis burden that did not reach statistical significance (Extended Data Fig. 10h). Upon *Smad4* reactivation, liver metastases expressing sh*Ren* and sh*Runx1* continued to show a reduction in tumor burden consistent with SMAD4-mediated tumor suppression, whereas those expressing sh*Klf4* now exhibited a threefold increase in metastasis burden, akin to the behavior of lung metastases (Fig. 8a,b). By contrast, *Klf4* depletion in lung metastases had no effect on the tumor-promoting effects of SMAD4, whereas *Runx1* depletion blunted this effect (Fig. 8c,d and Extended Data Fig. 10i). Thus, *Klf4* and *Runx1* depletions are sufficient to reverse and blunt *Smad4* function in liver and lung metastases, respectively, which demonstrates that KLF4 facilitates *Smad4*’s tumor-suppressive activity in the liver and RUNX1 contributes to *Smad4*’s tumor-promoting activity in the lungs (Extended Data Fig. 10j).

**Fig. 8:**
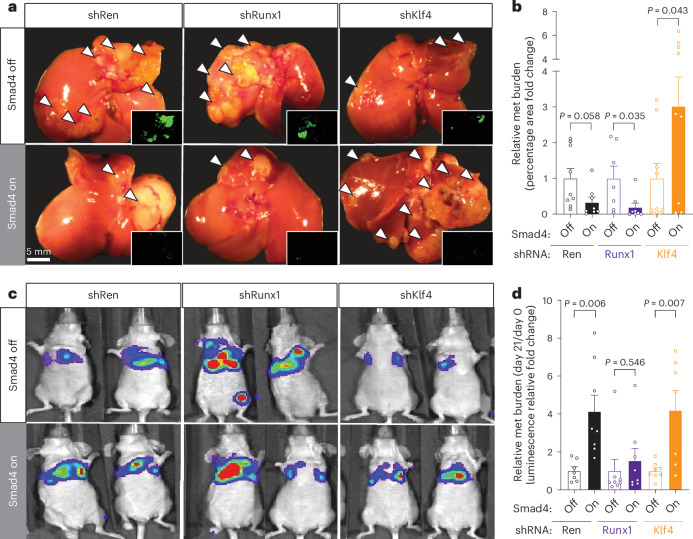
*Klf4* and *Runx1* depletions antagonize *Smad4* in an organ-specific manner. **a**, Representative macroscopic images of tumor-bearing livers ± *Smad4* restoration on the background of the indicated stable shRNAs. Arrowheads highlight metastatic tumors. Insets, shSmad4-linked GFP reporter. Data are representative of the number of independent mice per group specified in **b**. For shRen, the same cohort as shown in Fig. 4 was used. **b**, Quantifications of metastasis burden (fold change of percentage tumor area) on day 30 after Dox withdrawal (mean ± s.e.m.; *n* = 9, 8, 7, 8, 9 and 9 independent mice per group, respectively). For shRen, the same cohort as shown in Fig. 4 was used. **c**, Representative bioluminescence images of tumor-bearing lungs ± *Smad4* restoration on the background of the indicated stable shRNAs. Data are representative of the number of independent mice per group specified in **d**. **d**, Quantifications of metastasis burden (fold change of bioluminescence signal) on day 21 after Dox withdrawal (mean ± s.e.m.; *n* = 7, 8, 8, 8, 8 and 7 independent mice per group, respectively). Statistical analysis was conducted using an unpaired two-sided *t*-test (**b**,**d**). Source Data

## Discussion

Our results demonstrate how driver gene mutations that are important for tumor initiation can show opposite requirements for maintenance at metastatic sites and place the paradigmatic duality of TGFβ signaling in an anatomic context. While it has been established that *SMAD4* mutation can switch TGFβ’s activity from tumor-suppressive to tumor-promoting^12^, we show here that this switch can also be mediated by the organ location of otherwise isogenic tumors. *SMAD4* loss itself, thus, does not universally favor tumor growth because its inactivation appears to be a liability rather than an advantage for lung metastases, at least in the clinically relevant setting of preseeded metastases modeled in our study. Hence, our data provide a possible reason for the unusually low rates of *SMAD4* inactivation in isolated lung metastases of PDAC patients^25,26,46^.

Mechanistically, the involvement of KLF and RUNX factors is consistent with both the operational logic of TGFβ signaling—whose contextual effects are often defined by interplay with such developmental TFs^27^—and the reported functions of these TFs in PDAC and other settings. In particular, certain KLF factors promote the epithelial cell fate^41^, which in turn is known to be essential for colonization of the liver^47–49^, whereas RUNX proteins facilitate extracellular matrix remodeling that can create a prometastatic fibrogenic microenvironment in the lungs when unopposed by a tumor-suppressive program^50^. Future studies will determine the extent to which organ-specific effects apply to other common cancer drivers, many of which also enhance metastatic proclivity; such drivers include missense mutations of the *TP53* tumor suppressor gene^51^, gains or amplifications at the mutant *KRAS*^22,52^ and *MYC*^53^ loci or deletions at the *CDKN2A* locus^21^.

Our results also add to the growing appreciation that tissue context can influence the output of gene mutations in cancer, for example, as illustrated by the differential susceptibility of cells from particular tissues or tissue locations to certain oncogenic events^54–56^. Our findings extend this concept to metastasis by showing how organ site can have a profound impact on a single driver mutation in a tumor from the same tissue of origin. As an underlying mechanism, we show that such mutations synergize with or antagonize distinct chromatin states that emerge remarkably early during tumorigenesis, in line with recent evidence that prometastatic epigenetic programs can arise even in premalignant tissues^35,50^ and metastatic organotropism can be predicted from transcriptional signatures in primary PDAC tumors^57^. Our data further relate these states to distinct PDAC precursors, raising the possibility that they may emerge in different cells of origin, which warrants future studies that incorporate cell-type-specific lineage-tracing tools. Importantly, we find that these distinct chromatin states are favored by different metastatic sites and can influence the expression of key target genes such as the cell-cycle inhibitor p57. Additional work will define the contribution of immune and other factors in the organ microenvironment that likely influence this gene–chromatin interplay^57^. Regardless, when extended to precision oncology, our results draw attention to potentially divergent responses to therapy based on the tumor’s organ of residence. As such, they are in line with clinical observations of organ heterogeneity in therapy response^58–60^ and invite consideration of organ-specific therapies for tumors driven by mutations that show such dependence on metastatic site.

## Methods

### Ethical regulations

The research performed in this study complied with all relevant ethical regulations. All mouse experiments were approved by the Memorial Sloan Kettering Cancer Center (MSKCC) Institutional Animal Care and Use Committee (IACUC) (protocol 11-06-018). Archival human specimens were procured under a biospecimen research protocol approved by the MSKCC Institutional Review Board (protocol 22-159). All participants provided preprocedure written informed consent.

### Animals and in vivo procedures

#### Animal care

Mice were maintained under pathogen-free conditions, housed on a 12-h light–dark cycle under ambient temperature of 18–24 °C and 40–60% humidity. Food and water were provided ad libitum. GEMMs were generated in house. *Foxn1*^*nu*^ (athymic nude) mice used for transplants were purchased from Envigo or The Jackson Laboratory. In all experiments, tumors did not exceed a maximum volume corresponding to 10% of the mouse’s body weight (typically 1 cm^3^), as per IACUC guidelines.

#### GEMMs

*Ptf1a*^*Cre*/+^;*LSL-Kras*^G12D/+^;*Rosa26*^*LSL-rtTA3-IRES-mKate2*/+^(*RIK*);*Col1a1*^*shRNA-Homing-Cassette*/+^(*CHC*) male embryonic stem cells (ES cells (C57BL/6J;129 mixed background) were targeted with two independent GFP-linked Smad4 shRNAs (shSmad4.591, CAAAGATGAATTGGATTCTTT; shSmad4.1599, ACAGTTGGAATGTAAAGGTGA) cloned into miR30-based targeting constructs, as previously described^61^. The KC-shRen control ES cell clone was previously reported^61^. Mice were generated by eight-cell or blastocyst injection of ES cells and shRNAs were induced by treatment of the resulting mice with Dox (625 mg kg^−1^; Envigo) in the chow starting at 5–6 weeks of age. To examine the effects of tissue injury and *Smad4* depletion on the premalignant pancreas, 8-week-old KC-shRen and KC-shSmad4 mice were treated with cerulein (80 μg kg^−1^, intraperitoneally; Bachem) or phosphate-buffered saline (PBS) by 8 hourly injections on two consecutive days. The identity of the ES cells and corresponding mice was authenticated by genomic PCR using a common Col1a1 primer paired with an shRNA-specific primer (Supplementary Table 5), all yielding ~250-bp products.

#### Orthotopic transplantation assays

Mouse hosts were placed on Dox chow 5–7 days before transplantation. Mice were anesthetized and a survival surgery was performed to expose the pancreas. A total of 1 × 10^5^ tumor-derived cells were resuspended in 25 μl of 1:1 DMEM (Gibco) and Matrigel (Corning) and injected in the tail of the pancreas of each mouse. Tumor engraftment and progression were monitored by palpation and ultrasound imaging. Where applicable, Dox withdrawal was performed 4 weeks after injection (corresponding to a 3–5-mm tumor diameter) by switching the food source to regular chow. At the experimental endpoint, primary tumors, livers and lungs were dissected and imaged under a dissection microscope for brightfield, mKate and GFP fluorescence (Nikon SMZ1500 with NIS-Element version 3.0 software). Liver and lung metastasis burden was measured by calculating the percentage tumor area (mKate^+^) as a fraction of overall organ area. Mice were killed upon reaching experimental or humane endpoints according to IACUC guidelines. All mice used were 6–8-week-old *Foxn1*^*nu*^ females.

#### Experimental metastasis assays

For liver metastasis assays, mice were anesthetized and a survival surgery was performed to expose the spleen. A total of 4 × 10^5^ tumor-derived cells resuspended in 20 μl of PBS were injected in the splenic parenchyma of each mouse, followed by removal of the spleen and cauterization (splenectomy). Tumor engraftment and progression were monitored by palpation and ultrasound imaging. At experimental endpoint, livers were dissected and imaged under a dissection microscope for brightfield, mKate and GFP fluorescence (Nikon SMZ1500 with NIS-Element version 3.0 software). Liver metastasis burden was measured by calculating the percentage tumor area (mKate^+^) as a fraction of overall organ area. For lung metastasis assays, mice were temporarily restrained and 2.5 × 10^5^ tumor-derived cells resuspended in 250 μl of PBS were injected in the tail vein of each mouse. Bioluminescence imaging was used to monitor tumor engraftment and progression and measure tumor burden. Where applicable, Dox withdrawal was performed 5 weeks (intrasplenic) or 6 weeks (tail vein) after injection (unless noted otherwise) by switching the food source to regular chow. Mice that developed tumors outside of the respective target organs were excluded from the analysis. Mice were killed upon reaching experimental or humane endpoints according to IACUC guidelines. All mice used were 6–8-week-old *Foxn1*^*nu*^ females.

#### Animal imaging

For ultrasound, mice were anesthetized and high-contrast ultrasound imaging was performed on a Vevo 2100 System with a MS250 13–24-MHz scanhead (VisualSonics). Images were acquired and tumor volume was measured using the Vevo LAB software (version 3.2; VisualSonics). For bioluminescence, mice were injected with luciferin (5 mg per mouse, intraperitoneally or retro-orbitally; Gold Technologies), anesthetized for 10 min and then imaged on a IVIS Spectrum imager (Perkin Elmer). Images were acquired and bioluminescence signal was measured using the Living Image software (version 4.5; Perkin Elmer).

#### Analysis of early metastatic colonization

A total of 1 × 10^5^ cells were resuspended in 100 μl of PBS and injected into the right cardiac ventricle of anesthetized mice with a 26G-needle syringe. Successful inoculation of luciferase-transduced cells was verified by bioluminescence imaging immediately after injection. After 7 days, mice were injected with luciferin (5 mg per mouse, retro-orbitally; Gold Technologies) and killed; their livers and lungs were isolated in PBS and immediately imaged ex vivo using the IVIS Spectrum imager and Living Image software (version 4.5; Perkin Elmer).

### Histological, IHC and immunofluorescence (IF) analyses

Tissues were fixed in 10% neutral buffered formalin overnight (Fisher Scientific, 22-050-105), paraffin-embedded and sectioned at 5-μm thickness. Hematoxylin and eosin (H&E) staining was performed using standard protocols. For immunostaining, slides were incubated at 55 °C for 30 min, deparaffinized and rehydrated. Antigen retrieval was performed using citrate buffer (Vector Laboratories, H-3300) in a pressure cooker for 25 min. Sections were treated with 3% H_2_O_2_ for 10 min and washed in deionized water (for IHC only), then washed in PBS and blocked in 5% BSA in PBS with 0.1% Triton X-100. Primary antibody incubation was performed at 4 °C overnight in blocking buffer. Primary antibodies were to SMAD4 (clone EP618Y, Millipore, 04-1033; 1:200, IHC), pSMAD2 (clone 138D4, Cell Signaling, 3108; 1:100, IHC), p57 (Atlas Antibodies, HPA002924; 1:500, IHC), KLF4 (Abcepta, AM2725A; 1:100, IHC), KLF5 (Abcam, ab137676; 1:500, IHC), KLF6 (Abcam, ab241385; 1:1,000, IHC), RUNX1 (clone D4A6, Cell Signaling, 8529; 1:500, IHC), RUNX2 (clone D1L7F, Cell Signaling, 12556; 1:500, IHC), RUNX3 (clone 2B3, Life Technologies, MA5-17169; 1:500, IHC), mKate2 (Evrogen, AB233; 1:1,000, IF), Ki67 (clone B56, BD Pharmingen, 550609; 1:200, IF) and α-SMA (clone 1A4, Sigma, A2547; 1:1,000, IF).

For IHC, horseradish peroxidase (HRP)-conjugated secondary antibodies (ImmPRESS kits, Vector Laboratories, MP7401 and #MP2400) were applied for 30–60 min at room temperature, followed by incubation with DAB substrate (ImmPACT kit, Vector Laboratories, SK-4105). Tissues were then stained with hematoxylin, dehydrated and mounted using Permount (Fisher Scientific, SP15-100). For IF, secondary Alexa Fluor 488 (A-21202) or 594 (A-21207) dye-conjugated antibodies (Life Technologies, 1:500) were applied for 60 min at room temperature. Tissues were then stained with DAPI and mounted using Prolong Gold (Invitrogen, P36930).

Image acquisition was performed on a Zeiss AxioImager microscope equipped with an ORCA/ER charge-coupled device camera (Hamamatsu Photonics) and ZEN software (version 3.3; Zeiss). For pSMAD2 and p57 quantifications, the number of pSMAD2^+^ or p57^+^ cells per randomly chosen IHC-stained ×40 fields of view in a tumor region was manually counted. For Ki67 and α-SMA quantification, random ×20 fields of view costained for mKate2 were analyzed. mKate2+ areas were selected and then (1) the corresponding Ki67^+^ cells were counted and calculated as a percentage of DAPI^+^ cells or (2) the corresponding α-SMA^+^ area was measured and calculated as a percentage of the mKate2^+^ area. Image analyses were performed using ImageJ/FIJI (National Institutes of Health (NIH)).

### Cloning

ES cell-targeting plasmids were generated as described above. The firefly luciferase reporter plasmid (pMSCV-Luc2-Blast) was generated by subcloning Luc2 from the pCDH-EF1-Luc2-P2A-tdTomato plasmid into the pMSCV-Blasticidin retroviral vector at the BglII–HpaI restriction sites with the inclusion of a Kozak sequence (GCCACC) upstream of the ATG start codon, using standard protocols. Constitutive *Renilla*, *Cdkn1c* (p57), *Klf4* and *Runx1* shRNAs were cloned in the pMSCV-mirE-SV40-Neomycin-BFP retroviral vector^62^ at the XhoI–EcoRI restriction sites, using standard protocols. pCDH-EF1-Luc2-P2A-tdTomato was a gift from K. Oka (Addgene, 72486). pMSCV-Blasticidin was a gift from D. Mu (Addgene, 75085)^63^. All plasmids were authenticated by test digestion and Sanger sequencing. The following shRNA sequences were used:

- *Ren*, 5′-GCAGGAATTATAATGCTTATC-3′
- p57 (*Cdkn1c*), 5′-TGGTAATAATCAATAACCCAG-3′
- *Klf4*, 5′-TATAAAAATAGACAATCAGCA-3′
- *Runx1*, 5′-AAATCAGAAGCATTCACAGTT-3′

### Cell culture

All cells were maintained in a humidified incubator at 37 °C with 5% CO_2_.

#### Primary cell line derivation

Cell lines were generated from tumor-bearing pancreata, livers or lungs of KC-shSmad4 or KC-shRen mice. Tumors were dissected, chopped with razor blades and digested with 1 mg ml^−1^ collagenase V (Sigma-Aldrich) diluted in HBSS for 30–60 min, followed by 0.25% trypsin for 5–10 min. Digested tissues were washed with complete DMEM (DMEM, 10% FBS (Gibco) and 1× penicillin–streptomycin), passed through a 100-μm filter and cultured in complete DMEM on collagen-coated plates (0.1 mg ml^−1^ PureCol, Advanced Biomatrix) supplemented with 1 μg ml^−1^ Dox at 37 °C. Cells were passaged at least five times to eliminate any nontumor cells before using them in experiments. Primary cultures were authenticated by flow cytometry of engineered fluorescence alleles. All cultures were tested negative for *Mycoplasma*.

#### Virus generation and transduction

For stable transduction of firefly luciferase and constitutive shRNA constructs, VSV-G pseudotyped retroviral supernatants were generated from transduced Phoenix-GP packaging cells and infections were performed as described elsewhere^21^. Infected cells were selected with 10 μg ml^−1^ Blasticidin for 5 days or 800 μg ml^−1^ G418 for 7 days, depending on the selection marker. Luciferase expression was confirmed by in vitro and in vivo bioluminescence. Knockdowns were confirmed by western blot using standard procedures and antibodies to SMAD4 (clone B-8, Santa Cruz, sc-7966; 1:500), GFP (clone D5.1, Cell Signaling, 2956; 1:1,000), p57 (Atlas, HPA002924; 1:1,000), KLF4 (Abcepta, AM2725A; 1:1,000), RUNX1 (Cell Signaling, 8529; 1:1,000) and actin–HRP (clone AC-15, Sigma, A3854; 1:20,000).

#### Proliferation assays

For ‘+Dox’ conditions, cells were cultured under continuous Dox treatment (1 μg ml^−1^). For ‘−Dox’ conditions, cells were cultured in the absence of Dox for 5 days before the start of the experiment (day 0). On day 0, 12.5 × 10^3^ cells were plated on collagen-coated 24-well plates, in the presence or absence of 100 pM recombinant mouse TGFβ1 (R&D Systems, 7666-MB-005). Cells were counted every 3 days (that is, on days 3, 6 and 9) using a Guava easyCyte instrument (EMD Millipore) and replated at a 1:25 ratio to enable continuous culture.

#### Samples for RNA-seq analysis

The +Dox (Smad4 off) and −Dox (Smad4 on) cells were prepared as described immediately above. Then, 24 h after plating, cells were treated with either recombinant mouse TGFβ1 (100 pM; R&D Systems, 7666-MB-005) or TGFβ inhibitor SB505124 (2.5 µM; Sigma, S4696). Cells were harvested after 24 h of treatment.

### Tumor cell isolation

For in vivo RNA-seq, ATAC-seq and scMultiomics, tumor cells were freshly isolated from pancreata, livers or lungs of KC-shSmad4 mice by FACS. For in vitro RNA-seq and ATAC-seq, cells were harvested by trypsinization. For scRNA-seq of premalignant tissue, cells were freshly isolated from non-tumor-bearing KC-shRen and KC-shSmad4 pancreata by FACS after 48 h of cerulein or PBS treatment. Specifically, dissected tumors or premalignant pancreata were chopped and incubated in the following digestion buffer: 1 mg ml^−1^ collagenase V (Sigma, C9263), 2 U per ml Dispase II (Gibco, 17105041), 0.1 mg ml^−1^ DNase I (Sigma, DN25) and 0.1 mg ml^−1^ soybean trypsin inhibitor (STI; Sigma, T9003) in Mg^2+^/Ca^2+^-containing HBSS (Gibco, 14025076). Digestion was performed using the gentleMACS Octo dissociator (Miltenyi) for 42 min at 37 °C, followed by a PBS wash and an additional digestion with 0.05% trypsin–EDTA (Gibco, 15400) for 5 min at 37 °C. Samples were then treated with FACS buffer (2% FBS, 10 mM EGTA, 0.1 mg ml^−1^ DNase I and 0.1 mg ml^−1^ STI in PBS) to neutralize trypsin and then RBC lysis buffer (Invitrogen #00-4333-57) for 5 min at 20–25 °C, washed with FACS buffer (+DNase I/STI) and passed through a 100-μm strainer. Finally, these cells were resuspended in FACS buffer (+DNase I, STI and 300 nM DAPI) and filtered through a 40-μm strainer. Cells sorting was performed on MA900 (Sony), BD FACSAria I or BD FACSAria III (Becton Dickinson) instruments (gating scheme in Supplementary Fig. 1). For RNA-seq, cells were collected directly into TRIzol LS (Invitrogen, 10296028); for ATAC-seq, cells were collected in 2% FBS in PBS. For in vitro ATAC-seq, cell lines were harvested by trypsinization and sorted to yield identical number of cells for analysis as for the in vivo ATAC-seq.

### sWGS

Genomic DNA was freshly isolated and sWGS was performed essentially as previously described^64^. Libraries were sequenced on an Illumina HiSeq 4000 instrument. After mapping to the mouse genome and removal of duplicates, ~2.5 million reads were analyzed using the Varbin algorithm^65^.

### Bulk RNA-seq

#### RNA isolation, library preparation and sequencing

RNA was isolated using TRIzol LS (Invitrogen, 10296028) and column cleanup with an RNeasy kit (Qiagen, 74106). Following quantification (Nanodrop) and quality assessment (Agilent 2100 BioAnalyzer), 100–500 ng of RNA was selected using poly(A) and used for library preparation according to the manufacturer’s protocol (Illumina, 20020595), with 15 cycles of PCR. Samples were barcoded and subjected to a 75-bp single-end run on a HiSeq 4000 (Illumina) instrument, averaging ~50 million reads per sample.

#### RNA-seq read mapping, differential expression analysis and data visualization

Adaptor sequences were removed using Trimmomatic^66^. Reads were then aligned to GRCm38.91 (mm10) with STAR^67^ and transcripts were quantified with featureCounts^68^ to generate the raw count matrix. Differential gene expression and principal component analysis (PCA) were performed using the DESeq2 package^69^. DEGs were defined by a fold change > 2 with Benjamini–Hochberg-adjusted *P* value < 0.05. For heat map visualization, samples were normalized by *z* score and plotted with the ‘pheatmap’ package. For in vitro RNA-seq, DEGs were defined by intersecting upregulated genes after 24 h for −Dox versus +Dox in cells treated with TGFβ1 or SB505124 and removing overlapping genes to define SMAD4-dependent DEGs^11^.

#### Functional annotations of gene sets

Pathway enrichment analysis was performed using enrichR^70^. Significance was assessed using combined score, described as *c* = log(*P*) × *z*, where *P* is Fisher’s exact test *P* value and *z* is the *z* score for deviation from the expected rank, and adjusted *P* values. Combined scores of top enriched pathways from the ‘Kyoto Encyclopedia of Genes and Genomes (KEGG) 2019 Mouse’ database were compared between our in vitro (24 h) and in vivo (7 + 14 days combined) samples and Pearson correlation was used to assess significance.

#### Intersection of RNA-seq and ChIP-seq data

Two publicly available ChIP-seq datasets were used^11,24^. First, SMAD4-dependent SMAD2/3 ChIP-seq peaks that were significantly enriched in both studies (*P* < 10^−8^ and >8-fold enrichment of ChIP signal) were extracted. These peaks were then associated with genes on the basis of UCSC.mm10.knownGene using ChIPseeker^71^; they were analyzed for genic location (annotatePeaks) and the nearest transcription start site (TSS) was used to annotate the peak to that gene. The resulting gene list was intersected with SMAD4-dependent DEGs in the present study. The log_2_ fold change between Smad4 on and off in each organ was plotted and the type of genomic binding region was color-annotated.

### Bulk ATAC-seq

#### Cell preparation, transposition, library construction and sequencing

A total of 60,000 mKate2^+^ cells were FACS-isolated, washed with 50 μl of cold PBS, resuspended in 50 μl of cold lysis buffer^72^ and centrifuged for 10 min at 500*g* at 4 °C. The nuclear pellet was treated with Nextera Tn5 transposase for 30 min at 37 °C with shaking at 1,000 rpm according to the manufacturer’s protocol (Illumina, FC-121–1030). Transposed DNA was isolated using the DNA clean and concentrator kit (Zymo Research, D4013). Libraries were prepared with the NEBNext high-fidelity 2× PCR master mix (New England Biolabs, M0541). Library quality was assessed with the Bioanalyzer high-sensitivity DNA analysis kit (Agilent). Samples were subjected to a 150-bp paired-end run on a HiSeq 4000 (Illumina) instrument, averaging ~50 million reads per sample.

#### Mapping, peak calling and dynamic peak calling

FASTQ files were trimmed with trimGalore and cutadapt^73^, the filtered reads were aligned to mm10 with Bowtie2 (ref. ^74^) and peaks were called using MACS2 (ref. ^75^) and only kept for analysis if their *P* value was ≤0.001 and they were not on the ENCODE blacklist. To build a peak atlas, all peaks within 500 bp were combined, the mapped reads for each sample were quantified using featureCounts^68^ and normalization was performed using DESeq2 (ref. ^69^). Samples were normalized to 10 × 10^6^ mapped reads for comparison to DepthNorm. The normalization factors from DESeq2 (ref. ^76^) and BEDTools genomeCoverageBed^77^ were used to create normalized bigWig files. Dynamic ATAC peaks were called if they had an absolute log_2_ fold change ≥ 0.58 and false discovery rate (FDR) ≤ 0.1.

#### ATAC-seq heat map clustering

The dynamic peaks determined by comparing pancreas, liver and lung ± Dox (Smad4 off and on) were clustered using *z* scores and *k*-means clustering (*k* = 4 or 5) and plotted with ComplexHeatmap^78^.

#### TF motif enrichment analyses

Motif enrichment analysis was performed on differentially expressed ATAC peaks between liver and lung with the HOMER de novo motif discovery tool^79^ using the findMotifsGenome command with the parameters ‘size = given’ and ‘length = 8–12’. Motif enrichment scores were calculated for ATAC gain or loss regions between liver and lung ± Dox (Smad4 off and on) by applying the findMotifsGenome command with ‘size = given’ and ‘length = 8–12’ in each peak set.

#### Integration of ATAC-seq and RNA-seq data

For each organ, differential gene expression analysis between −Dox and +Dox was first performed individually (pancreas, liver or lungs). Next, the resulting gene lists were intersected to identify organ-specific Smad4-responsive targets. EnrichR^70^ was used to calculate enrichment scores for annotated TF targets using the ChEA_2016 database. RNA score was defined as the −log_10_(adjusted *P* value). Separately, HOMER was used to compare ATAC-seq data between Liver (+Dox) and Lung (+Dox) samples to identify differentially expressed peaks (DEPs). Custom TF motifs were curated by combining all the pairwise +Dox comparisons between any two organs and these motifs were then used to reannotate the DEPs to get consistent enrichment scores across known TFs. ATAC-score was defined as the −log_10_(*P* value). Finally, combined scores were calculated by multiplying the respective RNA and ATAC scores. To determine the net change in ATAC and RNA combined scores for KLF and RUNX in the pancreas, each TF’s combined score was calculated for each Dox condition, followed by subtraction of the +Dox from the −Dox score.

### Single-cell sequencing

#### ATAC-seq cell preparation, transposition, library construction and sequencing

The 10x Genomics Chromium Next GEM single-cell multiome reagent kit A (1000282) and ATAC kit A (1000280) were used according to the manufacturer’s protocol ‘nuclei isolation for single-cell multiome ATAC + gene expression sequencing’. In brief, cells (95% viability) were lysed for 4 min and resuspended in nuclei buffer (PN-2000207). Lysis efficiency and nucleus concentration were evaluated by trypan blue and DAPI staining (Countess II, Life Technologies). A total of 11,000 nuclei per transposition reaction were loaded, targeting the recovery of 7,000 nuclei after sequencing. Nuclei were encapsulated and barcoded; libraries were constructed following the manufacturer’s instructions and sequenced on an Illumina NovaSeq 6000 instrument.

#### Quality control and cell filtering

For scMultiomics (ATAC-seq + RNA-seq), nucleosome signal and TSS enrichment scores were computed. Retention criteria for individual cells were as follows: TSS enrichment score > 0.3, nucleosome signal score < 1.5, total ATAC-seq counts = 1,000–200,000 (based on the 10x Cell Ranger ATAC-seq count matrix) and total RNA counts = 1,000–50,000.

#### RNA-seq cell preparation, library construction and sequencing

The 10x Genomics Chromium instrument was used according to the manufacturer’s scRNA-seq protocol for 3′ v2. In brief, cells (>80% viability by trypan blue) were captured in droplets and subjected to reverse transcription and cell barcoding. Emulsions were broken and complementary DNA was purified with Dynabeads MyOne SILANE (Life Technologies) and PCR-amplified per the manufacturer’s instructions. The target cell number was ~5,000 per sample. Libraries were sequenced on Illumina NovaSeq 6000 S4 (R1, 28 cycles; i7, 8 cycles; R2, 90 cycles).

#### scRNA-seq data preprocessing and cell annotation

For both scMultiomics and scRNA-seq, gene expression UMI count data were normalized using SCTransform, percentage mitochondrial RNA content was regressed out and PCA was performed on the SCTransform Pearson residual matrix using the RunPCA function in Seurat^80,81^. Nearest neighbors were identified using FindNeighbors with dims = 1:30. The R package BBKNN was used to remove batch effects between samples and cell types were annotated using R packages celldex, SingleR and Azimuth with custom gene sets^80,81^. Only cells annotated as ductal or acinar were retained for downstream analysis.

#### scATAC-seq data preprocessing

scATAC-seq peaks were identified using MACS2 (ref. ^75^) with default parameters. Peak calling was performed using the CallPeaks function in Signac. Peaks overlapping annotated genomic blacklist regions for the mm10 genome were removed. Counts for the resulting peak set were quantified for each cell using the FeatureMatrix function in Signac. For scATAC-seq analysis, data were normalized using the RunTFIDF function and the top features were identified using FindTopFeatures with min.cutoff = ‘10’. The RunSVD function was used to create the linear selection index (LSI) space and the resulting visualization was generated with uniform manifold approximation and projection (UMAP) using dims = 2:30. Clusters were identified using the ‘algorithm = 3’ option.

#### Mapping of bulk ATAC-seq signatures

DEPs from bulk ATAC-seq were used to overlap with accessible peaks from scATAC-seq using intersectbed from BEDTools^77^. Peaks with at least 1-bp overlaps were kept and the top 5,000 scATAC-seq peaks sorted on the basis of significance were used to calculate ATAC signature scores using AddChromatinModule from Signac. LiverOPEN and LungOPEN cells were identified on the basis of the signature score and mutual exclusivity was calculated using the chi-squared test.

#### Differential gene expression of scRNA-seq data

FindMarkers function from Seurat^80,81^ with ‘min.pct = 0.1’ was used to identify DEGs in scRNA-seq data between LiverOPEN and LungOPEN cells defined on the basis of their matching scATAC-seq data. These DEGs were used for calculating gene signature scores for human PDAC scRNA-seq data using the AddModuleScore function from Seurat. Pathway enrichment analysis was also performed using these DEGs in enrichR^70^ with annotated pathways in the ‘KEGG 2019 Mouse’ database. Significance was assessed using combined scores and a lollipop plot was used to represent liver-enriched and lung-enriched pathways. To annotate premalignant cell types (gastric-like, progenitor-like, ADM, tuft and neuroendocrine), gene signatures were derived as follows. First, diffxpy (version 0.7.4, https://github.com/theislab/diffxpy) was used to conduct pairwise differential gene expression between established premalignant subpopulations^36^, using the Wald test with total counts per cell as a numeric covariate. Upregulated genes in each pairwise comparison were defined as those with *q* < 0.05 and log_2_ fold change > 1, excluding genes with mean expression < 0.05. A gene signature for a given subpopulation was defined as the set of genes that was upregulated in such subpopulation in every pairwise comparison against all other subpopulations.

#### Milo analysis of scRNA-seq data

A *k*-nearest-neighbor graph (*k* = 30) was constructed on the basis of the first 30 principal components using the buildGraph function in Milo^82^. Neighborhoods were identified with the makeNhoods function (prop = 0.1, refined = TRUE). Default parameters were applied for countCells, testNhoods and calcNhoodDistance to calculate statistical significance and apply spatial FDR correction. Visualization was performed using plotNhoodGraphDA (α = 0.1).

### Public scATAC-seq analysis

scATAC-seq data^35^ were retrieved from the Gene Expression Omnibus (GEO; GSE137069). Cells were kept using filters ‘min.cells > 10, min.features < 200’. Peaks that overlap with annotated genomic blacklist regions for the mm10 genome were identified. Cells were then retained using filters ‘peak_region_fragments > 3,000, peak_region_fragments < 20,000, pct_reads_in_peaks > 15, blacklist_ratio < 0.05, nucleosome_signal < 4, TSS.enrichment > 2’. Data were normalized using the RunTFIDF function and the top features were identified using FindTopFeatures. We used the RunSVD function to create the LSI space and the resulting visualization was generated with UMAP using dims = 2:30. Clusters were identified using the following options: ‘algorithm = 3’ and ‘resolution = 0.5’. GeneActivity from Signac was used to derive an approximate gene activity matrix and custom gene signatures were used to annotate cell types. Ductal and acinar cells were retained for downstream analysis. Differentially accessible peaks from bulk ATAC-seq were used to intersect with accessible peaks from scATAC-seq using intersectbed from BEDTools^77^. Peaks with at least 1-bp overlap were kept and the top 5,000 scATAC-seq peaks sorted on the basis of significance were used to calculate ATAC signature scores using AddChromatinModule from Signac.

### Human PDAC analysis

#### Metastasis recurrence analysis

Previously reported data^25,26^ were reanalyzed by site of recurrence (liver or lungs) and annotation of SMAD4 IHC status (positive or negative).

#### MSK-IMPACT analysis

Human datasets were obtained through the MSK Clinical Sequencing Cohort (MSK-IMPACT) using cBioPortal^83,84^. Samples were selected as follows: cancer type, pancreatic cancer; cancer type detailed, PDAC; genotype, SMAD4: MUT HOMDEL. Comparison of genomic annotations between SMAD4-altered and unaltered samples, along with corresponding statistical analyses, were generated and visualized using the cBioPortal.

#### Bulk transcriptomic analysis

Microarray data^40^ were retrieved from the GEO (GSE71729). First, we compared liver or lung metastasis samples to primary tumor samples to derive liver or lung metastasis-specific DEGs. Second, we performed analogous comparison of normal liver or lung versus normal pancreas samples. The tumor and normal gene sets were then intersected to identify liver and lung tumor-specific signatures by filtering out DEGs in the normal organs. Pathway enrichment analysis was performed on the resulting organ-specific or tumor-specific gene sets using enrichR^70^ and the top enriched TFs were plotted using combined scores in bar plot format.

#### scRNA-seq analysis

scRNA-seq data^37^ were retrieved from the GEO (GSE155698). Cells were retained using filters ‘min.cells > 100, nFeature_RNA > 500, nCount_RNA > 2,500, percent.mt < 25’. SCTransform was used to regress out the percentage of mitochondrial RNA and nearest neighbors were found using FindNeighbors with dims = 1:30. Clusters were identified using resolution = 0.8 and cell types were annotated using R packages celldex, SingleR and Azimuth with custom gene sets^80,81^. Only ductal and acinar cells were retained for calculating gene signature scores from our mouse multiomic data using AddModuleScore from Seurat^80,81^. FeaturePlot was used to visualize the differential peak openings from our mouse LiverOPEN and LungOPEN ATAC signatures, as well as gene signatures for gastric-like and progenitor-like cells from previously published datasets^36^. The Pearson correlation coefficient was used to quantify the relationship between these signature scores.

#### IHC analysis

Biopsied or surgically resected primary tumors, liver and lung metastases from 17 PDAC patients were obtained under a biospecimen research protocol approved by the MSKCC Institutional Review Board (protocol 22-159). All participants provided preprocedure informed consent. Participants were not compensated. Participants were both male and female, with an age range of 55–82 years at recruitment. Archival formalin-fixed, paraffin-embedded clinical tissue blocks were identified by database search and chart review and procurement was overseen by an expert pathologist (U.B.). IHC staining was performed as described above and signal intensity was estimated on a scale of 0 to 5 (none to strongest signal).

### Statistics and reproducibility

Statistical analyses were performed with GraphPad Prism (version 9), R (version 4.3.1) and Python (version 3.6.4). Sample size, error bars, statistical methods and exact *P* values are reported in each figure and/or associated legend. No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications^21,35,36^. No data were excluded from the analysis, unless specifically noted. For Smad4 restoration experiments, mice were randomized into +Dox versus −Dox groups. For IHC and IF experiments, random fields of view were used for quantification as described above. The other experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment, unless specifically noted. For pairwise comparisons, the Kolmogorov–Smirnov test was used to compare distributions and determine the appropriate test for comparison of means or medians (*t*-test or Mann–Whitney *U*-test). For other analyses, data distribution was assumed to be normal but this was not formally tested.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Representative gating strategy for FACS-based isolation of SMAD4 off (a) and SMAD4 on (b) tumor cells.

Reporting Summary

Supplementary Table 1 Complete annotated lists of DEGs at the indicated organs and time points after Smad4 restoration.

Supplementary Table 2 Complete GO analysis for the indicated conditions after Smad4 restoration.

Supplementary Table 3 Complete list of differentially accessible peaks from bulk ATAC-seq data.

Supplementary Table 4 Complete GO analysis of liver and lung metastasis-like cell populations from scMultiome data.

Supplementary Table 5 Primer sequences.

## Source data

Source Data Fig. 1 and Extended Data Figs. 4 and 10 Uncropped western blot scans.

Source Data Figs. 1–8 and Extended Data Figs. 1–10 Numerical source data.

## Data Availability

All newly generated sequencing datasets were deposited and made publicly available from the GEO under accession code GSE245827. Previously published datasets are publicly available under the following accession numbers: sWGS, PRJNA866212; ChIP-seq, GSE72069 and GSE118765; scATAC-seq, GSE132330; human scRNA-seq, GSE155698; human microarray, GSE71729. Human PDAC genomic data were accessed and analyzed using cBioPortal for cancer genomics (https://www.cbioportal.org). All other data supporting the findings of this study are available from the corresponding authors on reasonable request. Source data are provided with this paper.

# Supplementary material for: SMAD4 induces opposite effects on metastatic growth from pancreatic tumors depending on the organ of residence
**Source:** Nat Cancer. 2025 Sep 25;6(11):1839–56. doi: 10.1038/s43018-025-01047-5

# **SMAD4 induces opposite effects on metastatic growth from pancreatic tumors depending on the organ of residence**

---

In the format provided by the  
authors and unedited

# Supplementary Figure 1

## a SMAD4 OFF (Dox ON) cells

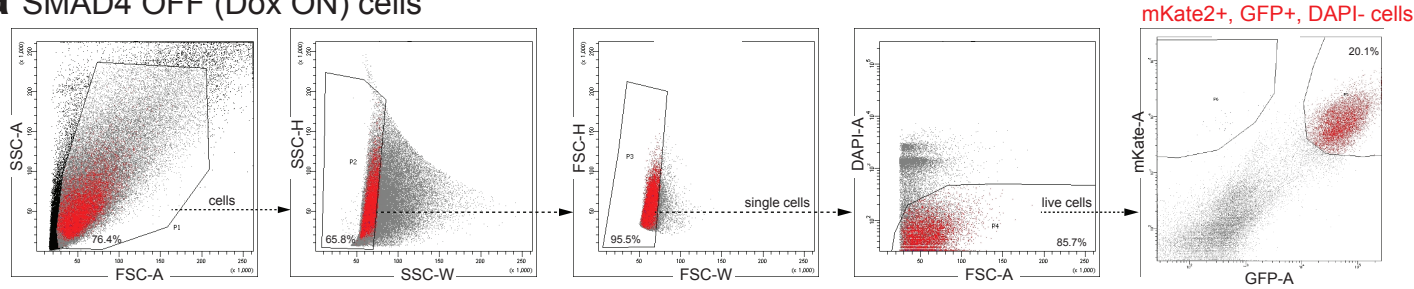

## b SMAD4 ON (Dox OFF) cells

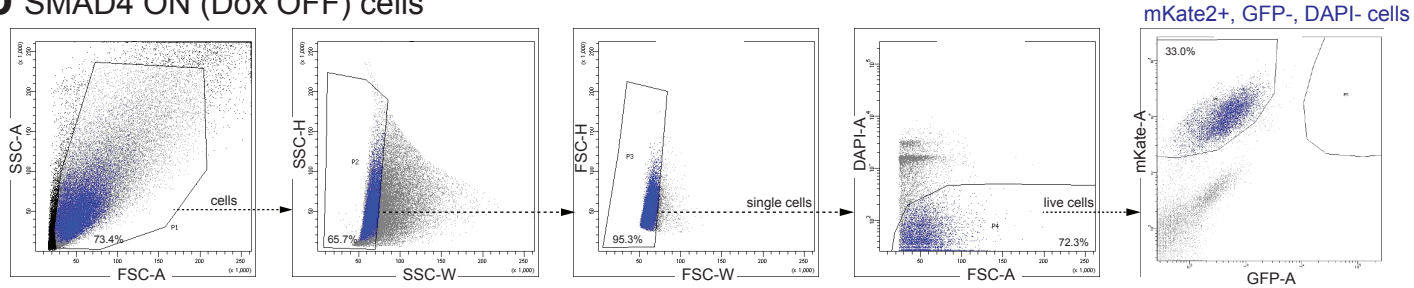

**Supplement:** Supplementary file 1 — Representative gating strategy for FACS-based isolation of SMAD4 off (a) and SMAD4 on (b) tumor cells.

# Supplementary material for: SMAD4 induces opposite effects on metastatic growth from pancreatic tumors depending on the organ of residence
**Source:** Nat Cancer. 2025 Sep 25;6(11):1839–56. doi: 10.1038/s43018-025-01047-5
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Experimental measurement, imaging and next-generation sequencing data were collected using standard methods, as described in detail in the Methods section of the manuscript. Animal imaging data were collected using Vevo 2100 System (VisualSonics) for ultrasound and IVIS Spectrum imager (Perkin Elmer) for bioluminescence; tissue imaging data were collected using SMZ1500 stereomicroscope with NIS-Element v3.0 (Nikon) and AxioImager microscope with ZEN 3.3 (Zeiss); flow cytometry data were collected on a BD FACSAria I or BD FACSAria III cell sorter with FACS Diva (Becton Dickinson), or MA900 (Sony) cell sorter; next-generation sequencing data were collected using HiSeq 4000 and NovaSeq 6000 systems (Illumina). |
| Data analysis   | Data were analyzed using commercially available and open-source software, as specified in the Methods section of the manuscript. Animal imaging data were analyzed using Vevo LAB v3.2 (VisualSonics) for ultrasound and Living Image v4.5 (Perkin Elmer) for bioluminescence; tissue imaging data were analyzed using Fiji/ImageJ (v.2.0); next-generation sequencing data were analyzed using R (v4.3.1) and Python (v.3.6.4); statistical analyses were performed using GraphPad Prism (v.9). No unique code was developed for this study, and the employed algorithms have been references in the Methods..                                                                                                                              |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All newly generated sequencing datasets have been deposited and made publicly available under GEO under accession code GSE245827. Previously published datasets are publicly available under the following accession numbers: sWGS (PRJNA866212); ChIP-seq (GSE72069, GSE118765); scATAC-seq (GSE132330); human scRNA-seq (GSE155698); human microarray (GSE71729). Human PDAC genomic data were accessed and analyzed using the cBioPortal for cancer genomics (<https://www.cbioportal.org>). All numerical source data have been provided in a Source Data Table, and uncropped Western blots in a Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Patients were both male and female. Sex and gender were not considered in study design due to the small overall number of patients, so we refrain from drawing conclusions regarding the influence of sex and gender on the presented data.                                                                                                      |
| Reporting on race, ethnicity, or other socially relevant groupings | Race, ethnicity and other socially relevant groupings were not considered in study design due to the small overall number of patients, so we refrain from drawing conclusions regarding the influence of these factors on the presented data.                                                                                                    |
| Population characteristics                                         | No data on population characteristics was collected or used.                                                                                                                                                                                                                                                                                     |
| Recruitment                                                        | Patients receiving standard care at MSKCC donated their tumor samples according to an approved biospecimen research protocol. Samples analyzed in this study were selected based on the availability of a sufficient amount of archival FFPE tumor tissue from patients who had given their consent to tissue utilization for research purposes. |
| Ethics oversight                                                   | Archival human specimens were procured under the approved MSKCC Institutional Review Board biospecimen research protocol #22-159. All patients provided pre-procedure written informed consent.                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications (PMID: 33536616, 37167403, 36344707, 38177458).                                                                                                                                                                                                                                          |
| Data exclusions | No data were excluded from the analysis, unless specifically noted in the text.                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | Experiments were replicated using independent cell lines and mice, as specified in the respective figure legends.                                                                                                                                                                                                                                                                                                                  |
| Randomization   | For Smad4 restoration experiments, mice were randomized into +Dox vs. -Dox groups. For IHC/IF experiments, random fields of view were used for quantification as described in the Methods. The rest of the experiments were not randomized; to control for covariates, the compared groups were identical/isogenic except for the tested variable (gene knockdown, treatment, or organ of residence).                              |
| Blinding        | For mouse experiments, the investigators were not blinded to group allocation and outcome assessment, since mice had to be fed different chow (+Dox or -Dox). For IHC/IF analysis, the investigators were blinded during data acquisition and analysis as indicated in the Methods. For the rest of the experiments, blinding was not possible because of the need for different treatment or comparison between different organs. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

For IHC/IF, the following primary antibodies were used: SMAD4 (clone EP618Y, Millipore #04-1033, 1:200, IHC), pSMAD2 (clone 138D4, Cell Signaling #3108, 1:100, IHC), p57 (Atlas Antibodies #HPA002924, 1:500, IHC), KLF4 (Abcepta #AM2725A, 1:100, IHC), KLF5 (Abcam #ab137676, 1:500, IHC), KLF6 (Abcam #ab241385, 1:1,000, IHC), RUNX1 (clone D4A6, Cell Signaling #8529, 1:500, IHC), RUNX2 (clone D1L7F, Cell Signaling #12556, 1:500, IHC), RUNX3 (clone 2B3, Life Technologies #MA5-17169, 1:500, IHC), mKate2 (Evrogen #AB233, 1:1,000, IF), Ki67 (clone B56, BD Pharmingen #550609, 1:200, IF),  $\alpha$ -SMA (clone 1A4, Sigma #A2547, 1:1,000, IF).

For IHC, HRP-conjugated secondary antibodies (ImmPRESS kits, Vector Laboratories #MP7401 and #MP2400) were used and visualized with DAB substrate (ImmPACT kit, Vector Laboratories #SK-4105). For IF, secondary Alexa Fluor 488 (#A-21202) or 594 (#A-21207) dye-conjugated antibodies (Life Technologies, 1:500) were used.

For Western blot, the following primary antibodies were used: SMAD4 (clone B-8, Santa Cruz #sc-7966, 1:500), p57 (Atlas #HPA002924, 1:1,000), KLF4 (Abcepta #AM2725A, 1:1000), RUNX1 (Cell Signaling #8529, 1:1000), and Actin-HRP (clone AC-15, Sigma #A3854, 1:20,000).

### Validation

All antibodies have been validated by the manufacturer (links below and references therein) and/or in prior publications and/or by shRNA knockdowns in the current study:

SMAD4, WB: <https://www.scbt.com/p/smad4-antibody-b-8>. Additionally validated by shRNA knockdown in the present study.  
 SMAD4, IHC: <https://www.fishersci.com/shop/products/anti-smad4-clone-ep618y-millipore/50171160>.  
 pSMAD2, IHC: <https://www.cellsignal.com/products/primary-antibodies/phospho-smad2-ser465-467-138d4-rabbit-mab/3108.mKate2>, IF: <https://evrogen.com/products/antibodies/AB-tRFP.shtml> (references PMID: 33536616, 37167403).  
 p57, IHC: <https://www.atlasantibodies.com/products/primary-antibodies/triple-a-polyclonals/anti-cdkn1c-antibody-hpa002924>. Additionally validated by shRNA knockdown in the present study.  
 KLF4, IHC: <https://www.abcepta.com/products/AP2725a-KLF4-Antibody-N-term-C74>. Additionally validated by shRNA knockdown in the present study.  
 KLF5, IHC: <https://www.abcam.com/en-us/products/primary-antibodies/klf5-antibody-ab137676>.  
 KLF6, IHC: <https://www.abcam.com/en-us/products/primary-antibodies/klf6-antibody-ab241385>.  
 RUNX1, IHC & WB: <https://www.cellsignal.com/products/primary-antibodies/aml1-d4a6-rabbit-mab/8529>. Additionally validated by shRNA knockdown in the present study.  
 RUNX2, IHC: <https://www.cellsignal.com/products/primary-antibodies/runx2-d1l7f-rabbit-mab/12556>.  
 RUNX3, IHC: <https://www.thermofisher.com/antibody/product/RUNX3-Antibody-clone-2B3-Monoclonal/MA5-17169>.  
 Actin-HRP, WB: <https://www.sigmaaldrich.com/US/en/product/sigma/a3854>.  
 Ki67, IF: <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-mouse-anti-ki-67.550609>.  
 $\alpha$ -SMA, IF: <https://www.sigmaaldrich.com/US/en/product/sigma/a2547>.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Primary cell lines were derived from male mouse tumor tissues, as described in the Methods.

### Authentication

Primary cultures were authenticated by flow cytometry of engineered fluorescent alleles.

### Mycoplasma contamination

All cultures were tested negative for mycoplasma.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Mice (<i>Mus musculus</i>) were maintained under pathogen-free conditions, housed on a 12 h–12 h light–dark cycle under ambient temperature of 18–24°C and 40–60% humidity. Food and water were provided ad libitum.</p> <p>Ptf1aCre/+;LSL-KrasG12D/+;Rosa26LSL-rtTA3-IRES-mKate2/+(RIK);Col1a1shRNA-Homing-Cassette/+(CHC) male embryonic stem cells (ESCs) (C57BL/6J; 129 mixed background) were targeted with two independent GFP-linked Smad4 shRNAs (shSmad4.591: CAAAGATGAATTGGATTCTTT; shSmad4.1599: ACAGTTGGAATGTAAAGGTGA). The KC-shRen ESC control clone used in this study has been described [PMID: 24395249]. Whenever applicable, Dox treatment was started at 5–6 weeks of age. Cerulein treatment was done at 8 weeks of age.</p> <p>Transplantation experiments (orthotopic and experimental metastasis assays) were performed in 6–8 week-old female Foxn1nu (athymic nude) mice.</p> |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | GEMMs were male since the ESCs used to generate them are male. For transplantation experiments, female hosts were used as recipients, as it greatly reduces the cost and complications of housing adult male animals in the same cage.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All mouse experiments were approved by the Memorial Sloan Kettering Cancer Center Institutional Animal Care and Use Committee (IACUC) under Protocol #11-06-018.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                             |
|-----------------------|-----------------------------|
| Seed stocks           | Not relevant to this study. |
| Novel plant genotypes | Not relevant to this study. |
| Authentication        | Not relevant to this study. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                               |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Described in detail under 'Tumor cell isolation' in the Methods.                                                                              |
| Instrument                | Cells were sorted on a BD FACSAria I, BD FACSAria III (Becton Dickinson), or MA900 (Sony) cell sorter.                                        |
| Software                  | Flow cytometry data was collected and analyzed using the BD FACS Diva or Sony MA900 software.                                                 |
| Cell population abundance | Representative data are provided in Supp. Fig. 1. Population purity was assessed by using the fluorescent reporters engineered in the models. |

Gating strategy

Provided in Supp. Fig. 1.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

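The data are 35 RNA-seq libraries of tumor cells sorted from primary tumors, liver metastases and lung metastases of KC-shSmad4 cells in nude mice, 7 or 14 days after *Smad4* restoration or with *Smad4* kept silenced. The values are counts that the authors made with featureCounts from 75 bp single-end reads trimmed with Trimmomatic and aligned to GRCm38 with STAR. The deposited counts are whole numbers for 53465 genes, not normalized, and 1 liver library labelled Smad4 off on day 7 was labelled paired-end. The counts were joined to the labels of organ, day, *Smad4* status and mouse number, with 0 unmatched columns and 0 pairs of identical libraries. The labels Smad4 on and Smad4 off were kept as deposited although *Smad4* mRNA was lower in all 17 libraries labelled Smad4 on, and every fold change is labelled on against labelled off.

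Library totals were 11885461 to 43571007 counts (median 19415320), which places the floor of 3 counts at 0.0689 to 0.252 CPM. Each comparison took the libraries of 1 organ and day, removed genes with filterByExpr in edgeR 4.0.16 (minimum count 10, minimum total 15), scaled by TMM and fitted edgeR's quasi-likelihood model with robust estimates in R 4.3.3. A gene was called at a fold change over 2 and a Benjamini-Hochberg adjusted P value under 0.05. Differences of response between liver and lungs were tested by the interaction of organ and label in edgeR. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 on 8 Reactome sets and the S-phase and G2/M-phase lists, 10 sets and 60 tests in all, with at least 94.1% of the genes of each set matched. The mean log2 CPM of the 7 fibrogenic genes, with a pseudocount of 0.5, was compared by exact permutation of the libraries, two-sided. Called genes were compared with the chromatin-binding annotation of the paper's Supplementary Table 1 by two-sided Fisher's exact tests. Tables and figures were made with Python 3.11.15 and matplotlib 3.10.9.

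Named genes were the 29 genes that the text or heat map of the paper names, adjusted over all genes and also over this list. In addition, for each comparison with called genes, up to 2 genes higher and 2 lower were named by the lowest adjusted P value among those whose groups did not overlap, with ties broken by gene identifier. The mouse number of the labels was used as a block only as an alternative. The 2 groups are of different animals, since the paper randomized mice to stay on Dox or not. The labels do not say that libraries with the same number share a litter or a day of preparation. In the lungs on day 14, numbers 1 and 2 had no *mt-Co3* counts in either group, and numbers 3 and 4 had them in both. The block there also takes up the difference between these 2 kinds of library.

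The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, no filter or at least 10 counts in every library, the mouse number as a block, a single fit of all 12 groups, pooled controls of both days, no fold threshold, leaving out each library, other gene set tests, a pseudocount of 0.05, and the liver of day 7 without the paired-end library. After seeing the data, a covariate for the 10 libraries with *mt-Co3* counts was added, with edgeR and with DESeq2, as was the mouse number within each organ as a block in the interaction of organ and label. Both tools were tested on simulated data with the spread and group sizes of each comparison and 200 genes changed 4-fold: edgeR recovered 97%, 28% and 70.5% of them in the pancreas, liver and lungs on day 7 and 96.5%, 69.5% and 87% on day 14, with 11, 6, 16, 6, 12 and 5 false calls, and DESeq2 recovered 98%, 78%, 90%, 97%, 82.5% and 96%, with 23, 115, 65, 13, 79 and 32 false calls. edgeR's interaction test recovered 23.5% on day 7 and 66.5% on day 14. ATAC-seq, single-cell and in vitro data, protein stainings and tumor measurements were left out because the count table does not hold them, and the enrichment libraries of the paper's web tool were left out because they were not available.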

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

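The tests of the library sets, of the paired-end library's likeness to the pancreas, of the genes lower in the liver and not in the lungs, and with the mouse number as a block were chosen only after the result was seen.

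In groups of 4 libraries, the Dixon test at 95% picked out 5 of 88 named-gene values, against 4.4 expected by chance: *Klf4* at 305 CPM and *Klf6* at 1390 CPM in lung library 2 labelled Smad4 off on day 7, and on day 14 *Wisp1* at 64.4 CPM in lung library 4, *Klf5* at 208 CPM in lung library 3 and *Mki67* at 174 CPM in lung library 2, all labelled Smad4 off. This number is near what chance gives, and no biological explanation was tested.

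The response to the label differed between liver and lungs on day 7 for 305 genes, among them *Has2* at a log2 difference of -4.10 (adjusted p = 0.0485) and *Runx3* at -4.00 (adjusted p = 0.0372), by the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Has2* was at 28.3 and 40 CPM in the 2 liver libraries labelled Smad4 off and at no more than 2.88 CPM in the 3 labelled Smad4 on. A covariate for the library set gave 775 genes, and with the mouse number within each organ as a block, the number was 0 (1994 at an unadjusted P value under 0.05), so that the difference depends on the setting. Of the genes called in the liver and not in the lungs on day 7, 44.8% of those higher and 52.4% of those lower differed by this test, so that threshold crossing without a difference between organs may account for the rest. The lower of the 2 values of *Has2* is that of the single-end library, and its log2 fold change in the liver stayed between -5.01 and -3.93 with each library left out in turn, so that the paired-end library alone does not account for the change of *Has2*. The difference between the organs was not tested without that library. For *Runx3*, no such range was made, and the 2 liver libraries labelled Smad4 off lay apart, at 33.1 ± 25.6 CPM (SD, n = 2).

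*mt-Co3*, which the paper does not discuss, was at 12.6 to 49.6 CPM in 10 libraries and at 0 counts in the other 25, and *mt-Co2* and *mt-Atp6* were found in the same 10 libraries. Among the 100 genes that differed most between the 10 and the 25 libraries, the share of mitochondrial genes and pseudogenes was 6.14 times that among the genes tested. These were 34 pseudogenes and 1 mitochondrial gene. A second way of preparing or counting the libraries is therefore a candidate explanation that remains. No biological explanation was tested, since the labels give none that follows these 10 libraries.

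Acinar genes of the pancreas had a mean log2 CPM of 4.80 in the paired-end liver library labelled Smad4 off on day 7, against at most -0.68 in the other liver libraries and 5.96 to 8.06 in the pancreas libraries. The gap to the next liver library, 5.48, is what RNA of the pancreas in this library or a pancreas tumor under a liver label would give, and these may be its source. Transcript length, as a mark of the paired-end protocol, was tested by the correlation of the log2 ratio to the other library of its group with log2 transcript length, which had a size of 0.06 and was smaller than the 0.33 seen in another pair of libraries. A property of the second library set was tested by the other 9 libraries of that set, of which 0 were closer to the pancreas libraries than to their own organ. The pattern cannot be told apart from pancreas RNA or a mislabelled sample.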

How the results depend on the processing

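The tests with a covariate for the library set, with edgeR and with DESeq2, and the mouse number as a block in the comparison of liver and lung responses were chosen only after the result was seen, and the other alternatives were set before the data were examined.

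Numbers of genes are given as higher and lower in the libraries labelled Smad4 on, in which *Smad4* mRNA was lower. With DESeq2, they were 364 and 175 in the pancreas, 1641 and 1246 in the liver and 58 and 54 in the lungs on day 7, and 137 and 202 in the liver and 131 and 83 in the lungs on day 14. The shares in 1 organ were then 93.2% of genes higher on day 7 and 83.1% of genes higher and 83% of genes lower on day 14, 1901 and 4 genes differed between liver and lungs on days 7 and 14, and the share annotated as bound of the called genes in the paper's lists was 31.7% (higher) and 36.9% (lower) in the pancreas and 35.6% and 49.6% in the liver on day 7, and 33.1% of genes higher in the pancreas on day 14. Without a filter on low counts, the numbers were 400 and 149, 435 and 542, and 11 and 2 on day 7, and 5 and 2 in the liver and 16 and 7 in the lungs on day 14, with a share of 94.4% on day 7 and 462 genes differing between liver and lungs. With at least 10 counts in every library, the liver of day 7 had 167 and 187, the share on day 7 was 94.4%, and the correlations of log2 fold changes were 0.31, 0.04 and 0.03 on day 7, the last reversed from -0.02, and 0.54, 0.48 and 0.62 on day 14. With no fold threshold, the pancreas had 130 genes lower on day 7 and 940 and 897 on day 14.

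A single fit of 12 groups gave 38 and 4, 1706 and 1391, and 14 and 2 on day 7, and 15 and 1, 72 and 182, and 12 and 2 on day 14, with shares of 99.9% of genes lower on day 7 and 86.7% of genes higher on day 14 and 2037 genes differing between liver and lungs on day 7. With pooled controls, the pancreas had 11 genes lower, the liver 5 and 2 and the lungs 6 and 1 on day 7, and the liver 1 and 1 and the lungs 32 and 4 on day 14, with a share of 96.2% on day 14 and a log2 fold change of *Il11* in the lungs on day 7 of -0.48, reversed from 0.15. Pooled controls without the paired-end library gave 383 and 325 in the liver on day 7.

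With the mouse number as a block, 0 genes higher and 0 lower were called in the pancreas on day 7 (986 and 976 at an unadjusted P value under 0.05) and in the liver on day 7 (1517 and 994), 82 and 27 in the lungs on day 14, and the share on day 14 was 92.6%. In the comparison of liver and lung responses, the mouse number within each organ as a block, chosen after seeing the data, left 0 genes on day 7 (1994 at an unadjusted P value under 0.05), against 305, and 0 on day 14 (534). Libraries with the same number deviated from their group means with correlations of -0.01 in the liver and 0.03 in the lungs on day 7 and 0.06 in the pancreas on day 14.

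With a covariate for the library set in edgeR, chosen after seeing the data, the liver of day 7 had 558 and 464, the lungs of day 7 4 higher and the lungs of day 14 95 and 32, the shares of genes higher were 94.7% and 89.9%, 775 genes differed between liver and lungs on day 7, and the cell cycle set in the lungs on day 7 had a signed -log10 adjusted p of -0.162, reversed in sign. The 4 liver and lung comparisons together had 1153 called genes, whereas in the liver on day 14 the number stayed 0 (946 higher and 962 lower at an unadjusted P value under 0.05), so that the library sets may widen the spread within groups in part. DESeq2 with this covariate, also chosen after seeing the data, gave 1878 and 1227, and 79 and 117 in the liver and lungs on day 7, 216 and 325, and 269 and 119 on day 14, shares of 92.3% on day 7 and 78% and 80.9% on day 14, and 2074 and 11 genes differing between liver and lungs.

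For *Runx1*, liver against lungs, the log2 fold change was 0.22 on day 7 alone, reversed, and -0.51 in the libraries labelled Smad4 on. With correlations estimated per set, camera passed 0 sets in each of the 6 comparisons. Fisher's exact test, which took the genes higher only, passed 1 set in the pancreas and 0 in the liver on day 7 and 0 in the lungs on day 14, and gave extracellular matrix organization a signed -log10 adjusted p of 0 in the liver on day 7 and 1.31 in the pancreas on day 14, against a negative sign with camera. A test of the genes higher says nothing of genes lower, and the value of 0 gives no direction, so these 2 values are not evidence of a change in the opposite direction.

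Leave-one-out fits gave 33 to 110 and 14 to 52 genes in the pancreas on day 7, 0 and 0 in the liver on day 7 (1380 to 1806 and 1174 to 1578 at an unadjusted P value under 0.05), 0 to 8 genes higher in the lungs on day 7, 357 to 739 genes higher in the pancreas on day 14, 0 to 1 and 0 to 1 in the liver on day 14 (350 to 1066 and 509 to 1103 unadjusted) and 1 to 5 and 1 to 2 in the lungs on day 14. The share in 1 organ ranged from 98.8% to 100% of genes higher and 94.4% to 100% of genes lower on day 7 and from 99% to 99.8% of genes higher on day 14, and the genes differing between liver and lungs on day 7 from 0 to 201. Ranges that changed sign were -2.06 to 0.72 for *Cdkn1c*, -0.11 to 0.41 for *Il11* and -0.41 to 0.06 for *Has2* in the lungs on day 7, -0.64 to 0.44 for *Id1* in the liver on day 14, -2.74 to 0.08 and -0.96 to 0.08 for the liver minus lung difference of Cdkn1c on days 7 and 14, and -0.0889 to 1.21 for the cell cycle set in the lungs on day 7 (signed -log10 adjusted p). The fibrogenic score in the lungs ranged from -1.04 to -0.36 on day 7 and from -1.58 to -1.07 on day 14.

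Other splits of the libraries were compared with the real split where they part every pair with the same mouse number. In the liver on day 14, 4 of 4 such splits gave as many genes higher and 4 of 4 as many lower, which was fixed by the 0 of the real split, and 1 of 4 gave as many gene sets. In the lungs on day 14, 1 of 8 gave as many genes higher, 1 of 8 as many lower, 2 of 8 as many gene sets and, with the covariate for the library set, 1 of 8 as many genes. The other 7 lung splits gave 0 genes higher and 0 lower, with and without the covariate. A share of 1 of 8 is the smallest these splits can give, so that they cannot tell the lung counts apart from a random grouping of the mice at 0.05, and the liver counts of genes were not tested by them. A lung split that follows the library sets and parts 0 pairs called 344 genes higher and 818 lower. For genes whose response differs between liver and lungs on day 14, 64 of 64 splits gave as many as the 0 of the real split (478 at an unadjusted P value under 0.05), which that 0 fixed, and up to 383 genes were called in the other splits.

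For the log2 fold changes of named genes, 678 comparisons with the alternatives left 571 the same, 43 weaker, 43 stronger, 12 moved and 9 reversed. Of 140 for single gene sets, 110 were the same, 21 weaker, 6 stronger and 3 with the sign reversed or lost, 2 of them from the Fisher's exact test above. The alternatives chosen after seeing the data left 74 of 104 for named genes the same and 30 stronger, and 11 of 12 for gene sets the same and 1 reversed.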

Differences from the paper's values

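No test named in this part was chosen only after the result was seen, except those with a covariate for the library set, in edgeR and in DESeq2, which are marked. Both directions are set beside the paper's numbers, and closing a gap is meant of numbers only. With edgeR and with DESeq2, no gene was called higher in an organ and on a day for which the paper lists it as upregulated. A gap closed by genes higher is therefore not a match of the paper's genes.

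The paper's 1580 organ-specific upregulated genes on day 7 compare with 163 higher and 90 lower here. DESeq2 gave 1795 and 1302 and a single fit of 12 groups 1704 and 1392, within the paper's value, and DESeq2 with the covariate, chosen after seeing the values, 1979 and 1272, whereas the other alternatives did not close the gap. The paper's 613 on day 14 compares with 178 genes lower, and no fold threshold (896) and, chosen after seeing the values, DESeq2 with the covariate (440) closed the gap and the others did not.

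The paper's 1773 upregulated genes in any organ on day 7 compare with 165 higher and 93 lower. DESeq2 (1926 and 1386), 12 groups (1730 and 1394) and, chosen after seeing the values, DESeq2 with the covariate (2144 and 1392) closed the gap and the others did not. The paper's 825 on day 14 compares with 482 higher and 179 lower. For genes higher, DESeq2 (715), no filter (649), pooled controls (708), no fold threshold (940) and, chosen after seeing the values, DESeq2 with the covariate (836) closed the gap in number. For genes lower, the direction of the paper's listed genes, no fold threshold did (897) and the others did not, with DESeq2 at 418.

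For single organs, the paper's 275 in the pancreas on day 7 compares with 138 higher, closed by DESeq2 (364), no filter (400) and no fold threshold (193), and with 54 lower, closed by none of the alternatives set before the data were examined. The paper's 1581 in the liver on day 7 compares with 29 higher and 42 lower, closed by DESeq2 (1641 and 1246), 12 groups (1706 and 1391) and, chosen after seeing the values, DESeq2 with the covariate (1878 and 1227). The paper's 117 in the lungs on day 7 compares with 0 higher (366 at an unadjusted P value under 0.05) and 0 lower (427), closed by none of the alternatives set before the data were examined and, chosen after seeing the values, by DESeq2 with the covariate (79 and 117). The paper's 493 in the pancreas on day 14 compares with 179 lower, closed by none. The paper's 390 in the liver on day 14 compares with 0 higher (689 unadjusted) and 0 lower (758), the latter closed, chosen after seeing the values, by DESeq2 with the covariate (325). The paper's 191 in the lungs on day 14 compares with 3 higher, closed by DESeq2 (131) and, chosen after seeing the values, DESeq2 with the covariate (269), and 1 lower, closed by none.

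The paper describes *Smad4* as restored in the libraries labelled Smad4 on, whereas its mRNA was 13.4% to 21.2% of that in the libraries labelled Smad4 off, at log2 fold changes from -2.93 to -2.21. The paper describes *Cdkn1c* as rising in the liver, whereas by label its log2 fold change was -2.04 on day 7 and -1.41 on day 14. DESeq2 (adjusted p = 7.71e-06), 12 groups (0.018, edgeR) and, chosen after seeing the values, the covariate in edgeR (0.0436) and in DESeq2 (1.36e-06) called *Cdkn1c* in the liver on day 7, which the main test did not (0.0627, edgeR's quasi-likelihood test). The paper describes the 7 fibrogenic genes as induced, whereas by label they ranged from -4.39 to -1.57 in the liver and from -2.16 to 0.15 in the lungs on day 7. The paper describes *Id1* as higher in the lungs and lower in the liver, whereas by label it was at -1.16 in the lungs and 0.76 in the liver on day 7. Of the 40 gene and comparison pairs that the paper names and lists, 40 had the opposite sign by label. *Smad4* mRNA was lower in the libraries labelled Smad4 on in every comparison. Read by *Smad4* mRNA instead of by label, these 40 pairs went in the direction that the paper lists. The paper places the liver of day 7 before the other organs in number of upregulated genes, whereas here 29 genes higher were called against 138 in the pancreas and 42 genes lower against 54. This order was not stable. DESeq2 (1641 against 364 higher and 1246 against 175 lower), a single fit of 12 groups (1706 against 38 and 1391 against 4), no filter (435 against 400 and 542 against 149) and at least 10 counts in every library (167 against 118 and 187 against 53) placed the liver first, as did, chosen after seeing the values, the covariate in edgeR (558 against 138 and 464 against 54) and in DESeq2 (1878 against 364 and 1227 against 175). DESeq2's size factors (26 against 136 and 43 against 56), pooled controls (5 against 126 and 2 against 11) and no fold threshold (29 against 193 and 42 against 130) placed the pancreas first. Pooled controls without the paired-end library gave 383 and 325 in the liver, which places it before the 126 and 11 of the pancreas. In simulated data with 200 genes changed, the main edgeR test recovered 28% of them in the liver on day 7 and 97% in the pancreas. The paper names the cell cycle for the liver and not for primary tumors, whereas the mitotic cell cycle set in the pancreas on day 7 had a camera adjusted p of 5.15e-17 at a mean log2 fold change of -0.32.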

Other observations

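The tests of the labels, of the library sets, of the false calls of DESeq2 and of the genes lower in the liver were chosen only after the result was seen.

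*Smad4* mRNA was lower in each of the 17 libraries labelled Smad4 on than in each of the 18 labelled Smad4 off. Of the genes that the paper lists as upregulated, 100% of those with a log2 fold change here had a negative one in each of the 6 comparisons. A candidate explanation is that the names Smad4 on and Smad4 off are exchanged in the labels, in which case every direction given by label would turn round. The data cannot tell this apart from other exchanges that affect all libraries alike, and the labels were left as they are.

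The paper places most upregulated genes of day 7 in the liver. By label, the genes it lists as upregulated are lower, and DESeq2 placed most genes in the liver in both directions. With the libraries of day 7 thinned to the smallest, the liver had by DESeq2 6.81 times as many genes lower as the next organ and 4.34 times as many higher. Over all draws of 2 mice per group, the medians were 5.01 and 3.48 times those of the next organ, so that library depth and the number of mice do not account for the place of the liver in the calls of DESeq2. Without the paired-end library and with pooled controls, edgeR still called 325 genes lower and 383 higher. Genes that follow *Xist* were 0.0434 times as frequent among the liver genes lower as among the genes tested, and 2.05 times among the genes higher. *Xist* marks RNA of host cells here if the tumor cells are male, since the recipient mice were female. The paper states that its cell lines came from male mice. The counts do not show this, as the 4 genes taken as male marks had at most 4 counts in total. RNA of host cells marked by *Xist* may thus contribute to the genes higher by label. Among the genes lower, the direction of those the paper lists as upregulated, such genes were rarer than among the genes tested. The test does not cover RNA of the pancreas. In the paired-end liver library labelled Smad4 off, acinar genes were at a mean log2 CPM of 4.80 and *Xist* was at 1.88 CPM. Pancreas RNA in this library may therefore add to the genes lower by label. Simulated counts with the spread of the liver on day 7 and 200 genes changed gave 115 false calls among 271 of DESeq2. In the data, DESeq2 called 2887 genes. False calls at this group size can account for some of these genes. For how many cannot be told, since the simulation held far fewer calls than the data.

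On day 7, most called genes were called in 1 organ. On day 14, nearly all calls of edgeR's quasi-likelihood test were in the pancreas, whereas DESeq2 gave 606 genes higher and 217 lower in the pancreas, 137 and 202 in the liver and 131 and 83 in the lungs. On day 14, the share of genes called in the liver and not in the lungs that differ by the interaction test was 0 for genes higher and 0 for genes lower, as no gene was called in the liver (689 higher and 758 lower at an unadjusted P value under 0.05), and threshold crossing without a difference between organs could not be tested there. On day 7, this share was 44.8% of the genes higher and 52.4% of the genes lower.

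The G2/M-phase list was lower in the liver libraries labelled Smad4 on of day 7. The median correlation of its genes with *Xist* across libraries, after removing group means, was -0.03. Within groups, the genes of the list thus hardly followed this mark of host cells. Since group means were removed, this cannot decide a difference between the labelled groups. In the liver on day 7, *Xist* was itself higher in the libraries labelled Smad4 on, at 4.36 to 4.88 CPM. Those labelled Smad4 off were at 1.88 and 2.84 CPM.

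*Mki67* mRNA, which the paper measures as protein, had a log2 fold change of -0.99 in the pancreas (adjusted p = 0.0397), -0.41 in the liver (0.685) and -0.21 in the lungs (0.998) on day 7 and of 0.01 (0.98), -0.66 (0.712) and -0.06 (0.954) on day 14, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the same order, *Acta2* was at -0.76 (adjusted p = 0.183), -2.41 (0.218) and -1.37 (0.988) on day 7 and at -1.5 (0.0454), -0.61 (0.915) and 0.01 (0.998) on day 14, from the same edgeR test. The liver value of *Acta2* on day 7 rested on the paired-end library labelled Smad4 off, at 616 CPM. The other liver library labelled Smad4 off was at 35.2 CPM, under the 54.1 to 79.6 CPM of those labelled Smad4 on. No explanation was tested for either gene.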
